# Genome-wide measurement of spatial expression in patterning mutants of *Drosophila melanogaster*

**DOI:** 10.12688/f1000research.9720.1

**Published:** 2017-01-12

**Authors:** Peter A. Combs, Michael B. Eisen

**Keywords:** Drosophila melanogaster, embryo, Zelda, Hunchback, Bicoid

## Abstract

Patterning in the *Drosophila melanogaster *embryo is affected by multiple maternal factors, but the effect of these factors on spatial gene expression has not been systematically analyzed. Here we characterize the effect of the maternal factors Zelda, Hunchback and Bicoid by cryosectioning wildtype and mutant blastoderm stage embryos and sequencing mRNA from each slice. The resulting atlas of spatial gene expression highlights the intersecting roles of these factors in regulating spatial patterns, and serves as a resource for researchers studying spatial patterning in the early embryo. We identify a large number of genes with both expected and unexpected patterning changes, and through integrated analysis of transcription factor binding data identify common themes in genes with complex dependence on these transcription factors.

## Introduction

In the early *Drosophila melanogaster* embryo, the spatially restricted activity of several maternally deposited factors establishes the main body axes of the animal by triggering cascades of patterned gene expression. Until recently, however, it was not practical to systematically characterize the effects of these factors on patterned expression, as the dominant method for studying spatial expression, *in situ* hybridization, does not scale well.

We previously introduced a method for the genome-wide measurement of spatial patterns of expression in the *Drosophila* embryo based on cryosectioning individual embryos along the anteroposterior axes and sequencing the mRNA from each slice. Here we extend this method to characterize embryos mutant for three maternal transcription factors (TFs): Bicoid, Zelda, and Hunchback.

All of these factors are crucial for proper patterning of the embryo. Bicoid is the primary, maternally provided anterior specifier that directly regulates many key gap and pair-rule genes ^1– 4^. More recently, the role of Zelda (also known as vfl) has been identified as an important factor in establishing cis-regulatory chromatin domains of patterned genes ^5– 12^. Finally, Hunchback is both maternally and zygotically expressed, and helps to specify the expression domains and levels of various gap and pair-rule genes in the thorax ^4, 13, 14^. Although broad-reaching examinations of the effects of mutating these genes on their targets has not previously been possible, mutating *bicoid* results in the anterior adopting an anterior-like fate ^15, 16^, mutating *zelda* leads to shifts of expression patterns in time and space ^12^, and Hunchback binding has been implicated in multiple *eve* stripes, among many other expression patterns. ^4, 17^; all of these mutations are lethal. Given the crucial roles of each of these factors in spatial patterning, we expected that perturbing their levels would lead to widespread direct and indirect effects on patterned genes.

## Results

### Genome-wide atlases of the blastoderm stage of multiple dosage mutants

We sliced embryos and sequenced the resulting mRNA from 4 mutant genotypes ( Figure 1A): a *zld* germline clone, an RNAi knockdown for *bcd*, a knockdown for *hb*, and an overexpression line for *bcd* with approximately 2.4× wildtype expression. We chose two time points: cycle 13 (determined using nuclear density of either DAPI stained embryos or of the Histone-RFP present in the *zld* line) and mid-to-late cycle 14 (determined using 50–65% membrane invagination at stage 5) ( Figure 1B). 

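The data cover 25 embryos, each cut along the anteroposterior axis into 6 to 26 slices, with 1 RNA-seq library per slice. Wild type is represented by 7 embryos, 1 at each of cycles 11, 13, 14A, 14B, 14C, 14D and 14E, so no wild-type value has replicates. At cycle 13 there were 2 bcd RNAi embryos, 2 embryos labelled 2.4× bcd, 1 hb RNAi embryo and 3 zld germline clone embryos. At cycle 14D there were 2 bcd RNAi embryos, 2 embryos labelled 2.4× bcd, 2 hb RNAi embryos and 1 zld germline clone embryo, and further zld embryos were sliced at cycles 11, 14A and 14B. The embryo, not the slice, was taken as the replicate. Wild-type and zld libraries were made with the TruSeq kit and yeast RNA as carrier, from 25 µm slices at cycles 13 and 14D. The bcd RNAi, 2.4× bcd and hb RNAi libraries were made with SMARTseq2 from 13 µm slices without carrier. Kit and slice width therefore change together with genotype in every comparison of these 3 lines with wild type, and their effects cannot be told apart there. The authors aligned the reads with RNA-STAR, kept those of D. melanogaster, and deposited Cufflinks FPKM per gene and slice. Of 382 slices, 338 have FPKM values. At cycle 13 the 3 zld embryos have values for only 3, 4 and 5 slices. Fragments per slice were estimated from the FPKM that 1 fragment is worth on single-transcript genes of at least 1500 bases. The estimate had a median of 2778179 fragments over all slices, with a range from 246991 to 12054002. By genotype the median was 839025 in wild type, 2471340 in zld, 2723279 in 2.4× bcd, 3913282 in bcd RNAi and 4591696 in hb RNAi. At the wild-type median, 15 FPKM on a transcript of 1500 bases rests on 18.9 fragments, a counting error of 23%, and at the hb RNAi median on 103 fragments, an error of 9.84%.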

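The perturbed genes were examined first, as the mean FPKM over the slices of each embryo. The bcd gene (FBgn0000166, chromosome 3R of the release 6 genome, 6755842 to 6759466) was at 133 FPKM in wild type at cycle 13 and at 6.31 and 9.45 FPKM in the bcd RNAi embryos. At cycle 14D it was at 67.1 FPKM in wild type and at 0.936 and 1.82 FPKM in the bcd RNAi embryos. Its level thus fell by 4.86 on the log2 scale (standard error 0.57, adjusted p = 0.000336 from limma with Benjamini-Hochberg adjustment, 2 embryos against 1). In the embryos labelled 2.4× bcd, bcd was at 127 and 150 FPKM at cycle 13 and at 11.3 and 4.39 FPKM at cycle 14D. The mRNA at cycle 14D was thus not above wild type of that stage, and these embryos are named by their label throughout. The paper's methods give the factor of 2.4 for a fusion of eGFP with Bcd, which mRNA compared across kits does not test. The hb RNAi embryos at cycle 14D also had little bcd mRNA, at 0.723 and 0.574 FPKM, and the wild-type embryo at cycle 14E had 2.10 FPKM. Both embryos labelled 2.4× bcd were above these at cycle 14D. The hb gene (FBgn0001180, chromosome 3R, 8690980 to 8697822) was at 32.8 FPKM in wild type and 4.79 FPKM in hb RNAi at cycle 13. At cycle 14D hb was at 140 FPKM in wild type and at 29.9 and 20.3 FPKM in hb RNAi, but also at 22.2 and 27.0 FPKM in bcd RNAi and at 42.5 and 44.2 FPKM in 2.4× bcd, so it was below wild type in every SMARTseq2 embryo. In the zld embryo it was at 125 FPKM. The zld gene, listed as vfl (FBgn0259789, chromosome X, 19766465 to 19783548), was at 10.3 FPKM in wild type at cycle 14D and at 0.115 FPKM in the zld embryo. The 3 zld embryos at cycle 13 had 0, 0.613 and 0.154 FPKM of vfl, against 4.41 FPKM in wild type. The zld embryo at cycle 14B stands apart with 5.01 FPKM of vfl, against 8.33 FPKM in wild type at that stage.

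**Figure D1:**
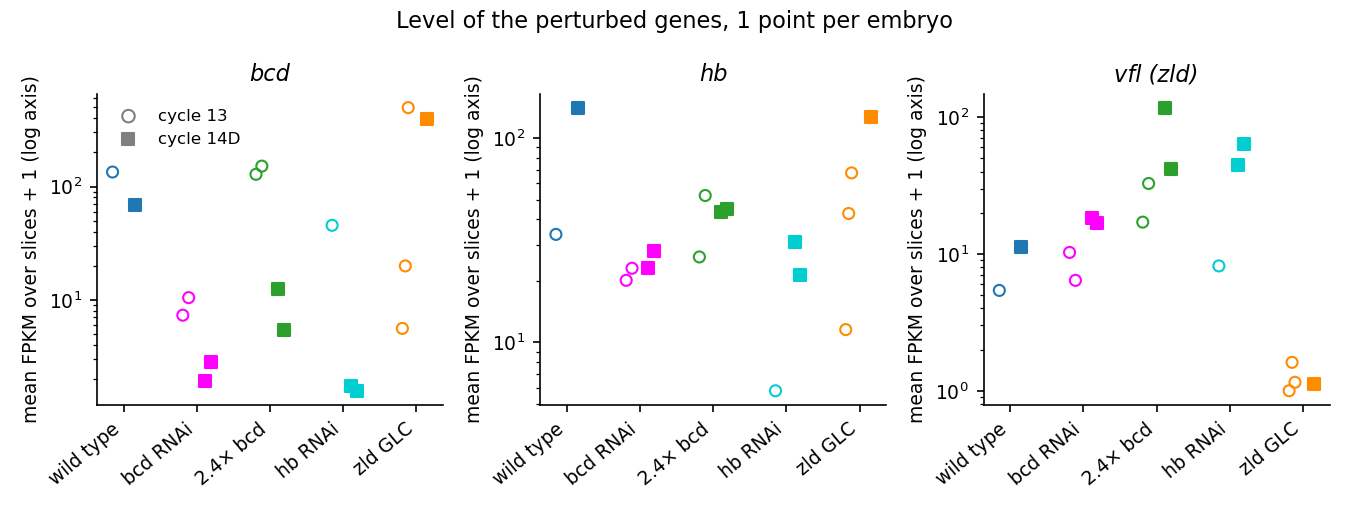
Mean FPKM plus 1 of bcd, hb and vfl, on a log axis, in each embryo at cycles 13 and 14D. Each point is 1 embryo. At cycle 14D bcd was at 67.1 FPKM in wild type, at 0.936 and 1.82 FPKM in bcd RNAi and at 11.3 and 4.39 FPKM in the embryos labelled 2.4× bcd.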

Genes expressed in cycle 13 are towards the end of the early round of genome activation and are enriched for Zld binding ^10, 19, 19^, but are early enough that the majority of patterning disruptions are likely to be direct effects of the mutants. By contrast, we chose the stage 5 time point in order to highlight the full extent of the patterning changes across the network.

**Figure 1.**
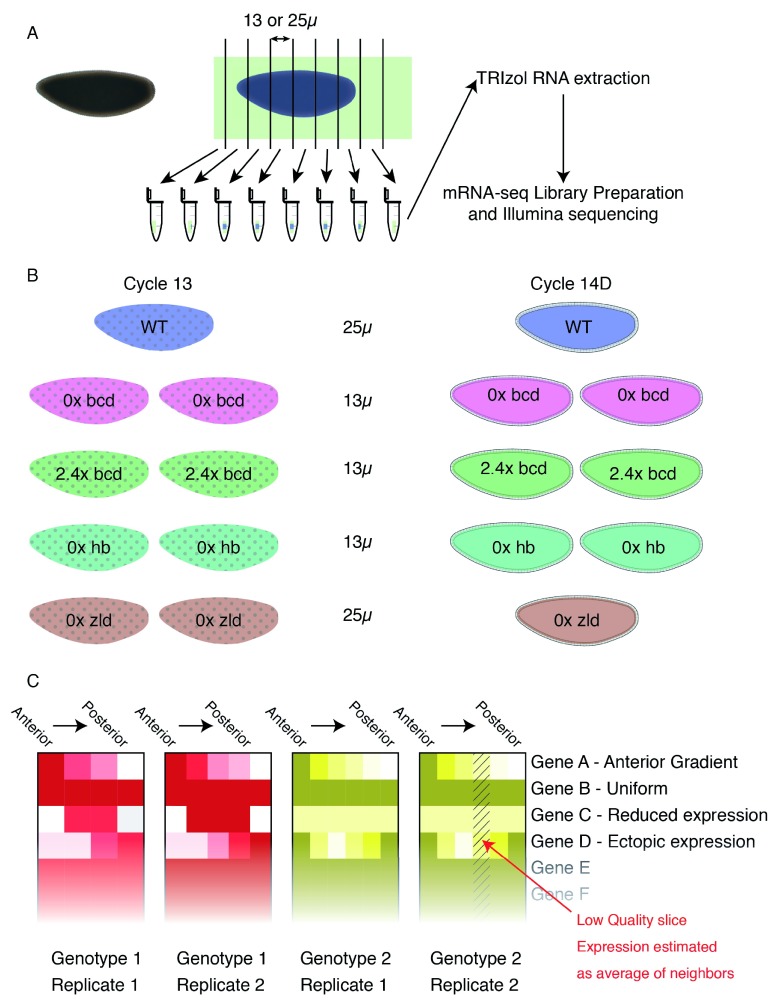
Schematic of experimental approach. **A**) We fixed embryos in methanol, then selected individual embryos at the correct stage, aligned them in sectioning cups, and sliced to the indicated thickness. We extracted RNA from individual slices, prepared barcoded libraries, then pooled them prior to sequencing. **B**) Overview of the mutant genotypes used. Two replicates per time point at two time points, based on nuclear density and morphology. **C**) Cartoon of heatmaps. Each genotype is assigned its own color (matching those in **B**), with darker colors representing higher expression and white representing no expression detected in that slice. Each boxed column represents a single individual, and within that column, slices are arranged posterior to the left and anterior to the right.

In order to show the range of patterning differences observed, we generated heatmaps of all the gene expression present in the dataset ( Figure 2). Of the 7104 genes with at least 15FPKM in at least one slice, approximately 3000 had uniform expression in all the wild-type embryos that was not greatly perturbed in any of the mutants. 

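Over all 25 embryos, 7110 of the 13587 named genes reached 15 FPKM in at least one slice. The choice that moved this count most was a threshold of 5 FPKM, which gave 9041 genes. To compare patterns, the FPKM of a gene along the slices of an embryo were divided by their maximum and then by their sum, and missing slices were filled with the mean of the nearest slices present. EMD is the area between the cumulative curves of a pair of such profiles on an axis from 0 to 1. A gene was called uniform at an EMD to a flat profile below 0.04 and patterned above 0.08. By this measure 3533 of the expressed genes were uniform in both wild-type embryos at cycles 13 and 14D. Of these, 2631 genes were not perturbed, with an EMD to wild type above 0.08 in no mutant line at either stage. When all 7 wild-type embryos had to be uniform, a choice made after the data were seen, 1199 genes were uniform and 1084 of them not perturbed. The paper's count is of genes uniform in all the wild-type embryos, which its text does not list. Its Figure 2 shows those at cycles 13 and 14D, for which 2631 is the matching count. If all 7 were meant, 1084 would be.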

The total number of expressed genes is very consistent with previous estimates of the number of maternally deposited and zygotically transcribed genes ^19^.

**Figure 2.**
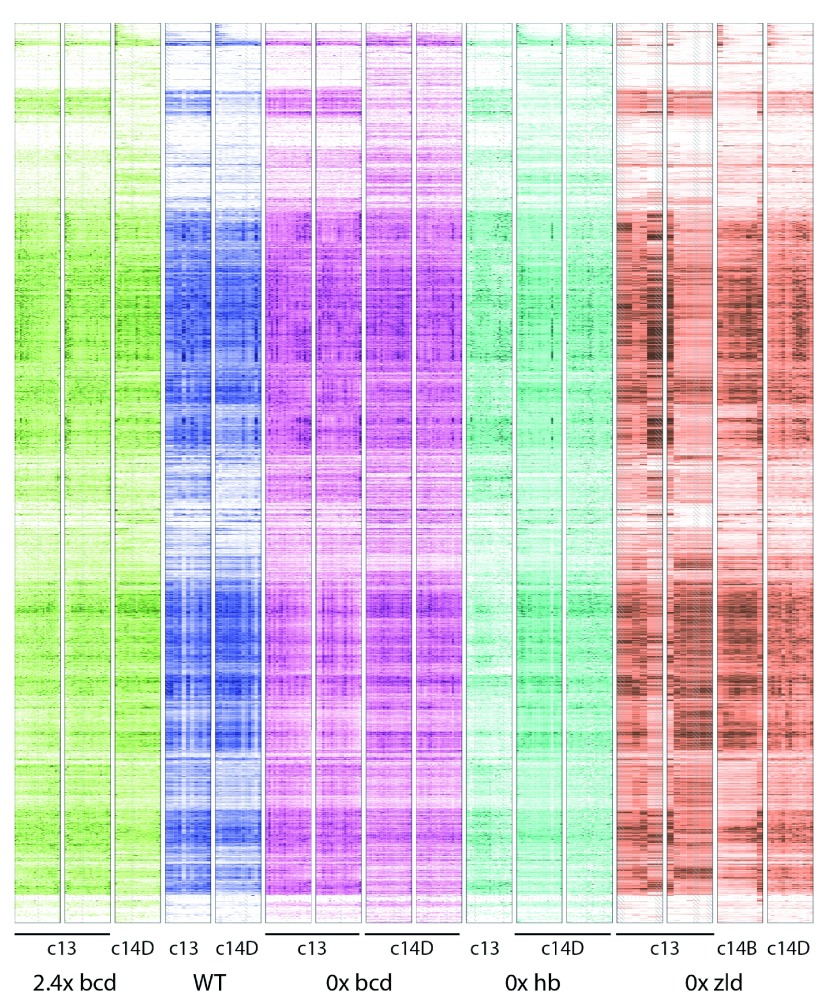
Heatmaps of gene expression patterns for all expressed genes. Each individual embryo is represented by one boxed column in the heatmap. Within a column, slices are arranged anterior to the left, and posterior to the right. Each embryo is colored according to genotype, with green for the *bcd* over-expression, blue for wild-type, magenta for *bcd* knockdown, cyan for *hb* knockdown, and orange for the *zld* mutant. Within a genotype, darker colors correspond to higher expression and white to zero expression, on a linear scale normalized for each gene separately to the highest expression for that gene in the embryo or to 10FPKM, whichever is greater. Slices that did not match quality control standards are replaced by averaging the adjacent slices, and are marked with hash marks. Rows are arranged by using Earth Mover’s Distance to perform hierarchical clustering, so that genes with similar patterns across all of the embryos are usually close together.

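Anterior genes were defined as patterned genes of the wild-type embryo at cycle 14D with at least 50% of their profile in the anterior of 3 equal parts of the embryo, and posterior genes likewise in the posterior part. There were 75 anterior genes and 28 posterior genes. In the bcd RNAi embryos at cycle 14D, 41.3% of the anterior genes were below 15 FPKM in every slice (SD 0, n = 2 embryos). Of the anterior genes still expressed, 1 of 44 and 3 of 44 kept at least 50% of their profile in the anterior part, a mean of 4.55% ± 3.21 (SD, n = 2). The median share of the profile in the anterior part went from 72.9% in wild type to 35.4% in bcd RNAi, while the median log2 change of the mean level was -0.13. Among posterior genes, 11 of the 23 expressed in one bcd RNAi embryo and 11 of the 24 expressed in the other had an anterior domain, a mean of 46.8% ± 1.41 (SD, n = 2). An anterior domain was a mean level in the anterior part above that in the middle part, with an anterior share at least 10 percentage points above wild type. Of the genes printed in red in Figure 3, Kr (chromosome 2R, 25226611 to 25231394) had 3.08% of its profile in the anterior part in wild type and 62.1% ± 0.310 (SD, n = 2) in bcd RNAi. The number of anterior genes moved most with a threshold of 5 FPKM, to 231, and that of posterior genes with the wild-type embryo at cycle 14E as the reference, chosen after the data were seen, to 256, against 102 with that at cycle 14C.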

The set of genes with anterior or posterior localization recapitulate the known literature ^16^ and general expectations in the *bcd-* case: those expressed in the anterior typically lose expression ( Figure 3A), and those in the posterior also frequently gain an expression domain in the anterior ( Figure 3B). Surprisingly, most of these patterns are qualitatively unaffected in the other mutants. 

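In the embryos labelled 2.4× bcd at cycle 14D, 34 of the 66 and 29 of the 59 anterior genes expressed kept at least 50% of their profile in the anterior part. The mean was 50.3% ± 1.67 (SD, n = 2), against 4.55% ± 3.21 in bcd RNAi, which shares the SMARTseq2 kit. The median anterior share of these genes was 50.9% and their median log2 change of level was 0.76. Posterior genes with an anterior domain were 7 of 23 in both embryos labelled 2.4× bcd, a share of 30.4%.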

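In the zld embryo at cycle 14D, 27 of the 75 anterior genes (36.0%) were below 15 FPKM in every slice. Of the 48 anterior genes still expressed, 31 kept at least 50% of their profile in the anterior part, a share of 64.6% with a 95% Wilson interval from 50.4% to 76.6%. Their median anterior share was 60.5% and their median log2 change of level was -0.46. Among the 17 posterior genes expressed, 6 had an anterior domain (35.3%, 95% Wilson interval 17.3% to 58.7%). This embryo shares the TruSeq kit and the 25 µm slices with wild type, and these intervals cover counting error only.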

In the absence of *zld*, most of these genes are able to retain the proper anterior patterning (although they may have differences in expression levels). Similarly, these genes seem not to be strongly dependent on maternal Hb for patterning information, with most genes retaining a distinct anterior expression domain. 

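In the hb RNAi embryos at cycle 14D, 28 of the 59 and 20 of the 61 anterior genes expressed kept at least 50% of their profile in the anterior part. The mean was 40.1% ± 10.4 (SD, n = 2), and 20.0% ± 1.89 of the anterior genes were below 15 FPKM in every slice. The gap to bcd RNAi exceeds the spread of both lines, while the gap to the embryos labelled 2.4× bcd is about as large as the SD of hb RNAi. The median anterior share was 46.2% and the median log2 change of level 0.60. Posterior genes with an anterior domain made up 26.5% ± 2.12 of those expressed.

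**Figure D2:**
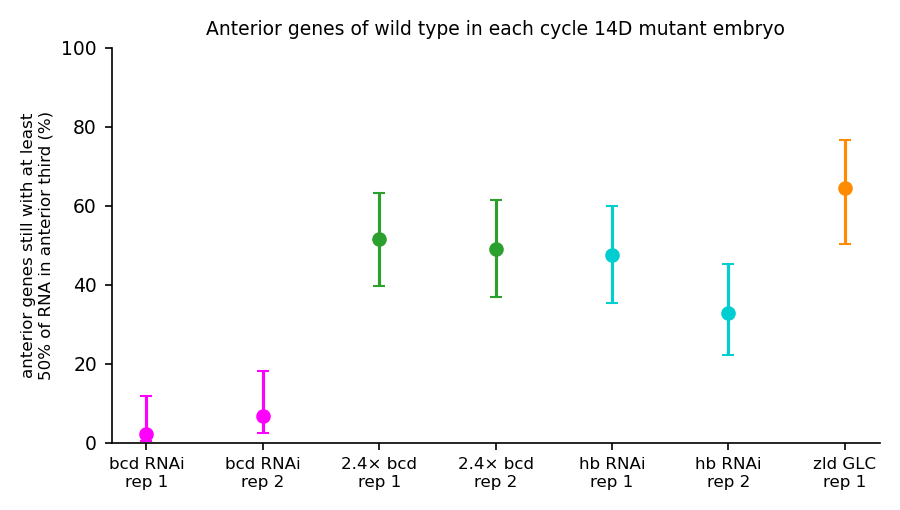
Percent of the wild-type anterior genes expressed in each embryo that kept at least 50% of their profile in the anterior part at cycle 14D. Points are embryos and bars are 95% Wilson intervals, from 2.27% and 6.82% in bcd RNAi to 64.6% in zld.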

As described in Liang *et al.* ^12^, there are some genes that are normally ubiquitously expressed in the wild-type that become localized to the poles in the *zld-* embryo ( Figure 3C).

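At cycle 14D, 28 genes that were uniform in wild type were patterned in the zld embryo. Of these, 19 had at least 50% of their profile in the anterior part, 1 in the posterior part, and 2 had their lowest level in the middle part. Their median anterior share was 69.2% in the zld embryo and 34.8% in wild type, and their median posterior share was 7.66% against 33.8%. Sry-alpha (FBgn0003510, chromosome 3R, 30039719 to 30043071) had 88.4% of its profile in the anterior part in zld and 38.8% in wild type, with a mean of 27.5 FPKM against 598 FPKM.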

**Figure 3.**
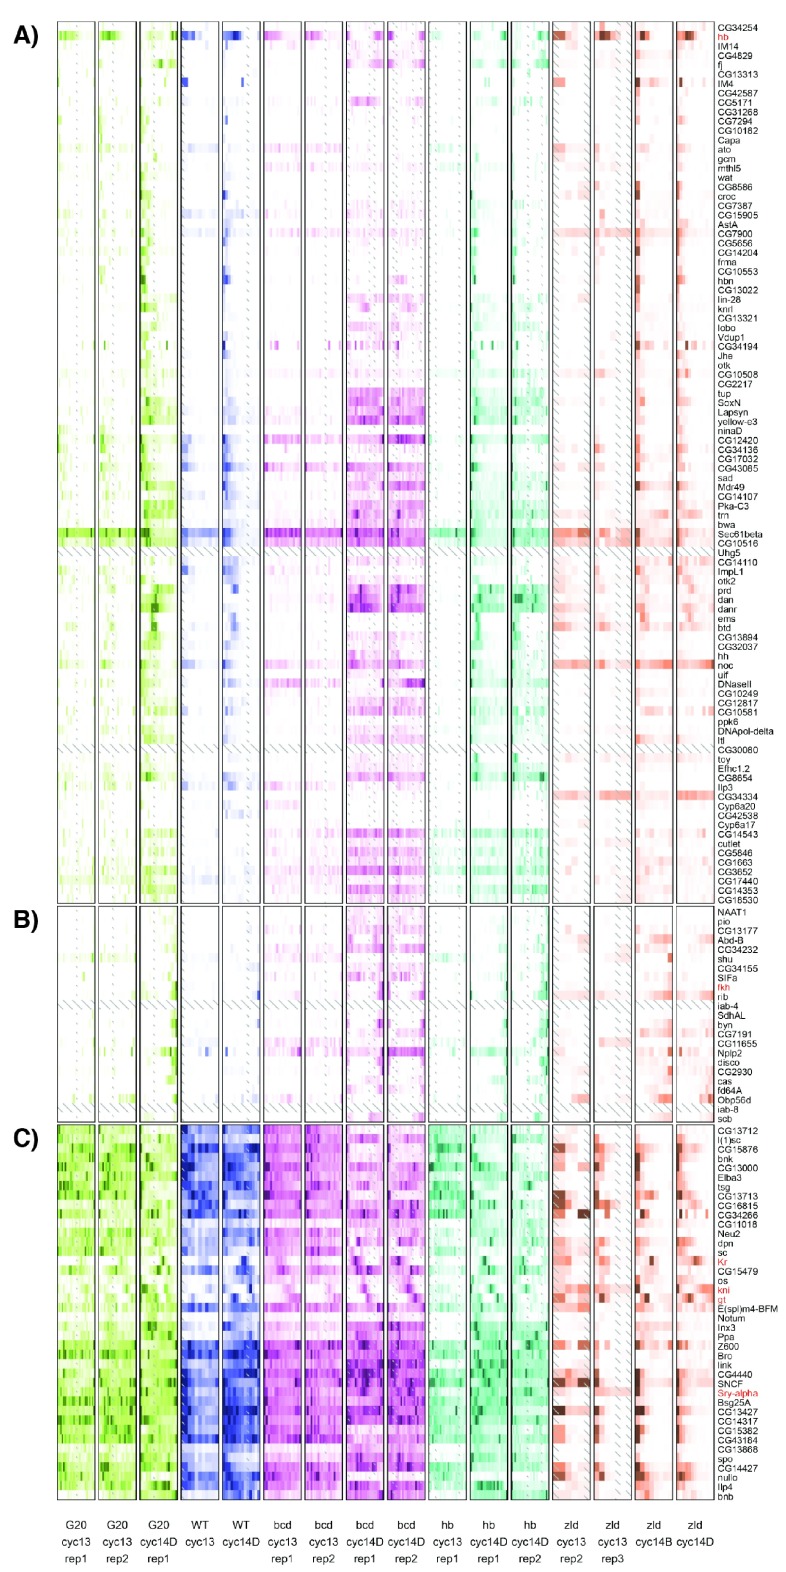
Heatmaps of gene expression patterns for anterior and posterior genes recapitulate expected patterning changes. We manually selected subsets of the larger heatmap in Figure 2 that showed clear differences between the genotypes. Each individual embryo is represented by one boxed column in the heatmap. Within a column, slices are arranged anterior to the left, and posterior to the right. Each embryo is colored according to genotype, with green for the *bcd* over-expression, blue for wild-type, magenta for *bcd* knockdown, cyan for *hb* knockdown, and orange for the *zld* mutant. Within a genotype, darker colors correspond to higher expression and white to zero expression, on a linear scale normalized for each gene separately to the highest expression for that gene in the embryo or to 10FPKM, whichever is greater. Genes identified in Liang *et al.* ^12^, Nien *et al.* ^53^, and Staller *et al.* ^16^ as responsive to either Bcd or Zld have red labels. **A**) Genes with anterior expression in the wild type embryos. **B**) Genes with posterior expression in wild type embryos. **C**) Genes with broad expression in wild type and anterior expression in later stage *zld-* embryos.

### Most spatial patterns are robust to mutation

We next compared expression patterns from each of the mutant lines at late cycle 14 to similar expression patterns in wild-type. Because there are a different number of slices both between the wild type and mutant flies, and between replicates of the mutant flies, we decided to use Earth Mover’s Distance (EMD) to compare patterns ^20^. This metric captures intuitive notions about what kinds of patterns are dissimilar, yielding higher distances for dissimilar distributions of RNA, and zero for identical distributions. Patterns were normalized to have the same maximum expression, in order to highlight changes in positioning of patterns, rather than changes in absolute level. In contrast to traditional RNA-seq differential expression metrics, this approach takes advantage of the spatial nature of the data, and with the fine slices, adjacent slices are able to function as “pseudo-replicates”. 

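Slices were compared by the Pearson correlation of log2(FPKM + 1) across genes, within each of the 22 embryos with at least 6 slices that have values. Over these embryos the mean correlation was 0.974 between slices 1 apart and 0.967 between slices at least one part in 3 of the embryo apart. The difference was 0.00728 ± 0.00551 (SD, n = 22 embryos), and adjacent slices were the more similar in 20 of 22 embryos (exact two-sided sign test, p = 0.000121). Over genes at 15 FPKM or more the means were 0.936 and 0.905, and the difference was positive in 22 of 22 embryos (exact two-sided sign test, p = 4.77e-07).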

Adjacent slices are, on average, much more similar than those from farther away in the same embryo ( Figure S1).

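Of the mutant lines at cycle 14D, the embryos labelled 2.4× bcd had the largest median EMD to wild type, 0.0333 over 3747 genes (SD of the embryo medians 0.00116, n = 2). The median was 0.0283 over 3566 genes in bcd RNAi (SD 0.00228, n = 2), 0.0297 over 3729 genes in hb RNAi (SD 0.00673, n = 2) and 0.0219 over 3694 genes in the zld embryo. Neighbouring wild-type stages differed by a median EMD of 0.0262 between 14D and 14C and 0.0314 between 14D and 14E. Replicates at cycle 14D differed by a median of 0.0244 in bcd RNAi, 0.0356 in 2.4× bcd and 0.0312 in hb RNAi. At cycle 13 the median EMD to wild type was 0.0309 in bcd RNAi (SD 0.00174, n = 2), 0.0357 in 2.4× bcd (SD 0.00569, n = 2), 0.0411 in the hb RNAi embryo and 0.0387 in zld (SD 0.00771, n = 2, replicates 2 and 3). The wild-type embryo at cycle 13 differed by a median of 0.0281 from cycle 11 and 0.0288 from cycle 14A. Cycle 13 replicates differed by 0.0208 in bcd RNAi, 0.0333 in 2.4× bcd and 0.0502 in zld. In mean expression the hb RNAi embryo at cycle 13 correlated best with wild type at cycle 11 (Spearman ρ 0.875, against 0.790 with cycle 13) and it has no replicate, so its EMD is not separated from a difference in stage. At cycle 14D no median of the 4 lines exceeded all of the neighbouring-stage and replicate values of that stage. The choice that moved the cycle 14D medians most was to drop the FPKM threshold, which gave 0.0551 in bcd RNAi and 0.0636 in 2.4× bcd.

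**Figure D3:**
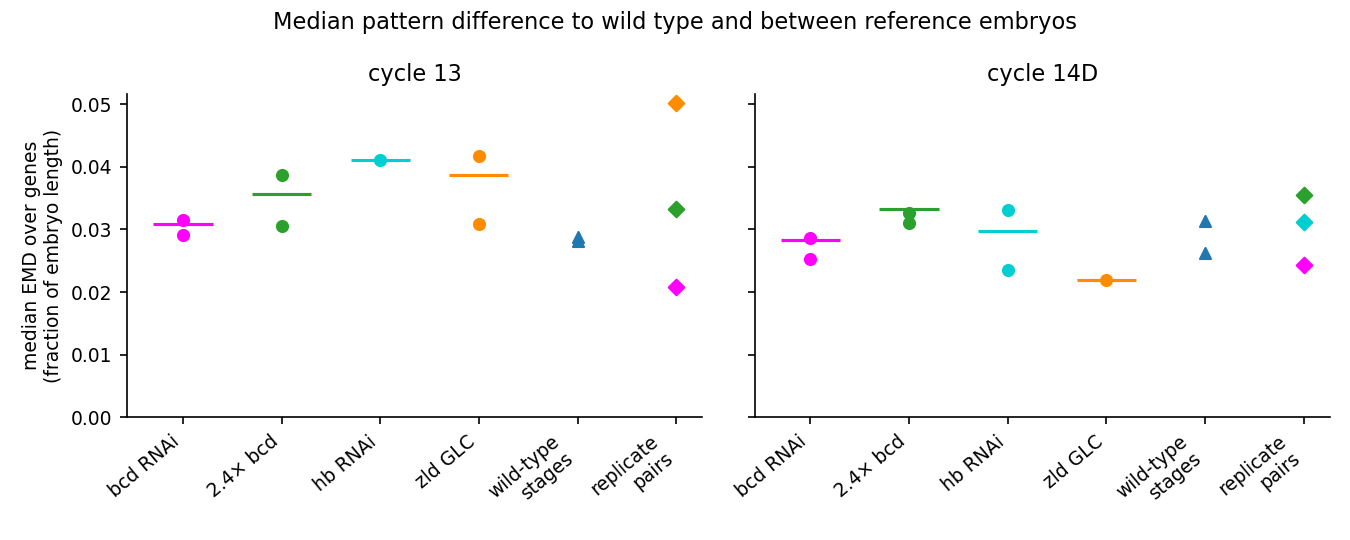
Median EMD over genes between each mutant and wild type, between neighbouring wild-type stages and between replicates, at cycles 13 and 14D. Points are single embryos or pairs of embryos, and the lines mark the median over genes of each line's mean EMD, from 0.0219 in zld to 0.0333 in 2.4× bcd at cycle 14D.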

The overall level of divergence in pattern across all genes is, in most cases, slightly larger than when comparing nearby time-points in wild-type or replicates of the same genotype and time point ( Figure 4). Notably, the *zld-* mutant is more similar to wild-type than the mutants of the other, spatially distributed transcription factors. This suggests that Zld is a categorically different TF, consistent with its role as a pioneer factor rather than a direct activator. However, the low level of divergence is a reflection of the fact that the majority of genes are not dynamically expressed in either time or space.

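The median EMD of the zld embryo at cycle 14D, 0.0219 (95% interval 0.0214 to 0.0225 over genes), was below that of each of the other 6 mutant embryos. Those ranged from 0.0236 in hb RNAi replicate 1 to 0.0331 in hb RNAi replicate 2. The zld median was the smallest of the 4 lines in 10 of 11 alternative settings at cycle 14D. In the other setting, in which profiles were only divided by their maximum and unequal mass was left unmatched, it was the largest, at 0.0243. At cycle 13, zld, with replicates 2 and 3, was the smallest in 0 of 9 alternative settings. This rests on replicate 3, without which the zld median was 0.0306, below the 0.0309 of bcd RNAi, and replicate 1 alone had 0.0264. The zld and wild-type libraries share their kit and slice width, and no other line does, so no value within the kit exists for the others. In mean expression the zld embryo correlated best with wild type at cycle 14D (Spearman ρ 0.931). The other 6 mutant embryos correlated best with cycle 14E, so stage is not separated from genotype either. Between mutants at cycle 14D, the median EMD was 0.0314 over 12 pairs of the same kit and 0.0280 over 6 pairs of different kits. All 12 pairs are of SMARTseq2 embryos and all 6 contain the zld embryo, so these medians do not separate kit from genotype. From the low divergence of zld, the paper proposes that Zld acts as a different kind of TF from the others, as a pioneer factor.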

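Few genes had a large change of pattern at cycle 14D. An EMD to wild type above 0.08 was found for 5.52% of genes in bcd RNAi, 8.86% in 2.4× bcd, 5.23% in hb RNAi and 3.36% in zld. Between the wild-type embryos at cycles 14D and 14E the share was 10.0% of 3631 genes, and between 14D and 14C 2.85% of 3442 genes. Among the genes that reached 15 FPKM in the wild-type embryo at cycle 14D, 3270 were uniform and 167 patterned.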

**Figure 4.**
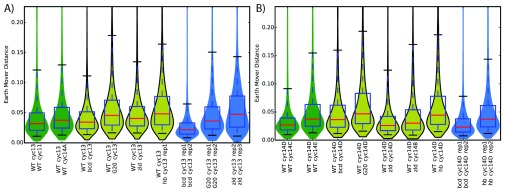
Distributions of patterning differences show that mutants have wide-spread subtle patterning effects and more genes with large patterning differences than replicates. Adjacent time points from the wild-type dataset in Combs and Eisen ^44^ are colored green, and replicates of the same genotype and time point are colored blue. Median distances are marked in red. **A**) Cycle 13 and **B**) mid cycle 14.

In order to demonstrate that these mutants are more likely to affect already known Bcd regulatory systems, we examined genes that were close to 64 Bcd dependent enhancers previously identified ^21– 27^. Although the bulk of these enhancers do not have validated associations with particular genes, we assumed that they would be relatively close to the genes that they drive. Of the 66 genes whose transcription start sites (TSSs) were the closest in either direction and within 10kb of the center of the tested CRM, only 32 were expressed at greater than 10FPKM in at least one slice of any of the wild-type embryos. Of these, only 10 had an obvious anterior localization bias (31%), with the majority of the rest being approximately uniformly expressed across the embryo ( Figure 5). The majority of genes with ubiquitious or central localization did not radically change in either the Bicoid overexpression or knockdown conditions. As expected, genes with anterior localization suffered a loss of patterning in the depletion mutant, and a posterior shift in the over-expression condition. 

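For the 11 genes of Figure 5B, the mean position of each profile was computed in percent of embryo length from the anterior end at cycle 14D. In wild type 6 of the 11 genes had at least 50% of their profile in the anterior part, and 2 were below 15 FPKM in every slice. The median position was 34.0% of length in wild type, 48.9% in bcd RNAi and 41.3% in 2.4× bcd. In bcd RNAi the position was posterior of wild type in both embryos for 10 genes, with a median shift of 15.4% of length, and 0 of the 6 anterior genes of wild type had at least 50% in the anterior part in both embryos. In 2.4× bcd the position was posterior in both embryos for 8 genes and anterior in both for 2, with a median shift of 7.07% of length, and 4 of the 6 had at least 50% in the anterior part in both embryos. As one example, slp1 (FBgn0003430, chromosome 2L, 3825675 to 3827099) lay at 23.9% of length in wild type, at 53.0% ± 4.28 (SD, n = 2) in bcd RNAi and at 31.0% ± 3.18 in 2.4× bcd. Against this order, CG13713 (FBgn0042199, chromosome 3L, 4697601 to 4698058) lay at 48.9% in wild type and at 34.2% ± 2.86 in bcd RNAi. Genes also moved in hb RNAi, which shares the SMARTseq2 kit. There slp1 lay at 29.4% and 40.4%, and h at 59.0% and 55.0%, against 36.2% in wild type. Other genes did not follow, with kni anterior of wild type in both hb RNAi embryos and slp2 on both sides. The posterior shift in 2.4× bcd thus cannot be ascribed to the bcd dose alone.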

We assume that genes that are not localized to the anterior are either driven by multiple enhancers, such that loss of expression from one does not severely affect the overall expression, or that they are merely close to the enhancer, but unrelated.

**Figure 5.**
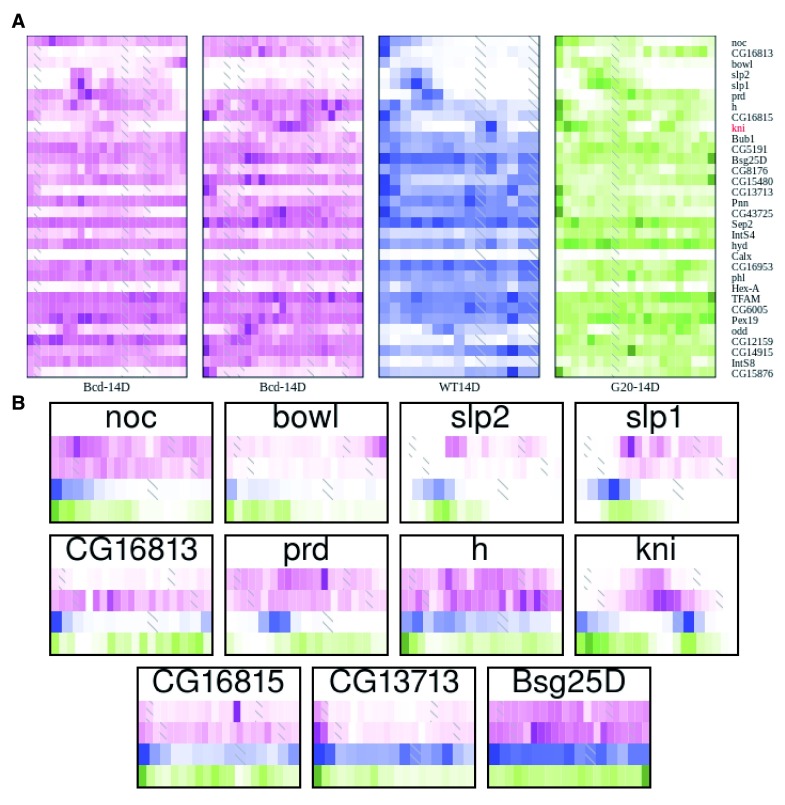
Patterning changes of genes near Bcd-dependent enhancers in *bcd* knockdown and overexpression are clearly visible in anterior-localized genes. **A**) Each individual is represented in its own heatmap. The magenta heatmaps are from the *bcd*- embryos, blue from wild-type, and green from 2.4× *bicoid.* **B**) Each gene with anterior localized expression in WT, with data from each individual as its own row, to highlight position changes across the mutant genotypes.

### Effects of TF depletion on patterned genes

We next sought to demonstrate that the technique of cryoslicing mutants is useful for identifying the effects of these early patterning genes. In comparison to Figure 3, where we looked for known patterning changes that we would expect from the literature, we also want to make sure that the largest and most common patterning changes that naturally arise from the data recapitulate the known literature. 

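Ranked by EMD to wild type at cycle 14D, the 100th gene had an EMD of 0.109 in bcd RNAi, 0.131 in 2.4× bcd, 0.110 in hb RNAi and 0.0933 in zld. In bcd RNAi the genes of largest EMD above 0.08 in every embryo were IM14 at 0.418, hkb at 0.390 and CG12420 at 0.347. The value of hkb rests on one embryo, with 0.677 in replicate 1 and 0.104 in replicate 2. In 2.4× bcd they were CG12986 at 0.589, hkb at 0.457 and CG16813 at 0.355. In hb RNAi they were CG12986 at 0.548, hkb at 0.475 and CG44286 at 0.438. The embryos of hb RNAi differed for hkb, with 0.288 in replicate 1 and 0.662 in replicate 2, and for CG44286, with 0.211 and 0.664. The posterior part held 11.3% of the hkb profile in wild type at cycle 14D, but 36.5% at cycle 14C and 52.8% at cycle 14E, so the EMD of hkb depends in part on this wild-type embryo. That of CG16813 in 2.4× bcd was 0.0644 with wild type at cycle 14C as the reference. CG12986 and CG44286 had low mean levels in wild type, 4.49 and 4.94 FPKM. In zld the largest were noc at 0.439, CG43725 at 0.418 and amos at 0.409. The noc gene (FBgn0005771, chromosome 2L, 14490859 to 14494019) had 91.7% of its profile in the anterior part in wild type and 24% in zld.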

For each mutant genotype, we identified the 100 genes with the largest patterning change in that genotype, then averaged the pattern in all of the cycle 14 embryos ( Figure 6).

**Figure 6.**
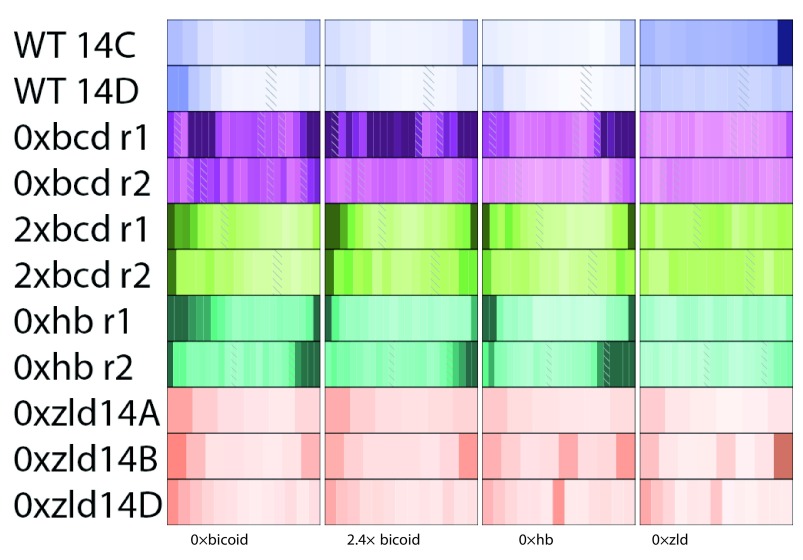
Averaging patterning changes in each genotype recapitulates known TF localization and function. Each individual is represented in its own heatmap. The magenta heatmaps are from the *bcd-* embryos, blue from wild-type, and green from 2.4× bicoid. A–D) The average pattern in each of the embryos of the 100 genes with the greatest change in *bcd* knockdown (A), *bicoid* overexpression (B), *hunchback* knockdown (C), and *zelda* knockout (D).

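Averaged over the 100 genes of largest EMD in bcd RNAi, with each gene scaled to its maximum, the anterior part held 38.2% of the profile in wild type at cycle 14D. It held 34.2% and 34.7% in the bcd RNAi embryos, and 37.8% and 37.3% in those labelled 2.4× bcd. In wild type at cycle 14C it held 34.3%, so the drop in bcd RNAi is of the same size as the difference between these wild-type embryos. For the 100 genes of 2.4× bcd the posterior part held 33.5% in wild type and 32.1% and 42.1% in the embryos labelled 2.4× bcd, so the replicates lie on opposite sides of wild type. Wild type at cycle 14C had 36.9%. For the 100 genes of hb RNAi the anterior part held 37.9% in wild type, 37.3% and 37.2% in hb RNAi, and 33.9% in wild type at cycle 14C. For those of zld it held 34.8% in wild type, 32.8% in wild type at cycle 14C and 43.3% in the zld embryo at cycle 14D. The zld embryos at cycles 14A and 14B, which did not enter the ranking, had 40.2% and 40.3%. The one at cycle 14B had 5.01 FPKM of vfl, against 8.33 FPKM in wild type at that stage. Its level of vfl thus does not bear out its label, but its patterns go with it. Of the genes uniform in wild type and patterned in zld at cycle 14D, 21 were expressed in both embryos at cycle 14B. Of these, 15 were patterned in the zld embryo and 3 in wild type.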

Unsurprisingly, depletion of TFs known to be important for patterning are likely to make an otherwise non-uniform pattern more so ( Figure 1). 

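In the wild-type embryo at cycle 14D, 167 genes reached 15 FPKM in at least one slice and had an EMD to a flat profile above 0.08. In bcd RNAi 99 of them, or 59.3% (95% Wilson interval 51.7% to 66.4%), became uniform or fell below 15 FPKM in every slice. The affected genes were 60 in hb RNAi, or 35.9% (95% Wilson interval 29.0% to 43.4%), and 88 in zld, or 52.7% (95% Wilson interval 45.1% to 60.1%). Counted in single embryos, the share was 65.9% ± 1.69 (SD, n = 2) in bcd RNAi and 40.4% ± 0.423 (SD, n = 2) in hb RNAi. These intervals overlap for bcd RNAi and zld, and not for bcd RNAi and hb RNAi, which share the SMARTseq2 kit. Lowering the threshold to 5 FPKM gave 501 patterned genes. Genes patterned in wild type that reached 15 FPKM in a slice of any embryo, a choice made after the data were seen, numbered 1370.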

Of the 465 genes that have clearly non-uniform patterning in the wild-type at cycle 14D, 12–20% are affected in each depletion mutant, either losing expression entirely or becoming uniform. The over-expression line is at the low end of this range, also at 12%.

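In the embryos labelled 2.4× bcd, 51 of the 167 patterned genes were affected, or 30.5% (95% Wilson interval 24.1% to 37.9%). The share in single embryos was 37.4% ± 6.35 (SD, n = 2), with 32.9% in replicate 1 and 41.9% in replicate 2. The share in hb RNAi, 40.4% ± 0.423, lies within this spread.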

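Of the 167 genes patterned in wild type at cycle 14D, 62 were uniform in bcd RNAi and 37 below 15 FPKM in every slice. The same counts were 34 and 17 in 2.4× bcd, 41 and 19 in hb RNAi, and 31 and 57 in zld. Of 3270 genes uniform in wild type, 23 were patterned in bcd RNAi, 145 in 2.4× bcd, 35 in hb RNAi and 28 in zld. As shares, 37.1% of patterned genes became uniform in bcd RNAi, 20.4% in 2.4× bcd, 24.6% in hb RNAi and 18.6% in zld. Conversely, 0.703%, 4.43%, 1.07% and 0.856% of uniform genes became patterned in these lines. In absolute numbers, and with replicates averaged, more genes went from uniform to patterned than the other way in 2.4× bcd only. By the paper's counts this was also so in hb RNAi. The count of 145 rests largely on replicate 2, since it was 85 without that embryo and 223 without replicate 1. In hb RNAi the 35 genes became 23 without replicate 2 and 97 without replicate 1. In bcd RNAi the 23 genes became 72 without replicate 2, so the order in hb RNAi and bcd RNAi may depend on the embryo. Genes below 15 FPKM in wild type and patterned in the mutant were 192 in bcd RNAi, 499 in 2.4× bcd, 400 in hb RNAi and 74 in zld. The count of 400 in hb RNAi was 166 without replicate 2.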

**Table 1.** TF depletion is more likely to make a non-uniform pattern uniform than vice versa.

	Low Expr to Patterned	Patterned to Uniform	Patterned to Low Expr	Uniform to Patterned
2.4×bcd	343	32	25	64
0×bcd 0×hb 0 ×zld	96 348 71	69 36 34	40 20 61	12 43 28

We measured EMD for each gene at cycle 14D in each genotype compared to a uniform distribution. We considered genes uniform if they had an EMD<0.04, and non-uniform if they have an EMD>0.08. We then considered genes with at least 15 FPKM in at least one slice in both wild-type and the mutant line.

However, this is not always simply abrogating expression—a large number of genes seem to have higher expression everywhere. 

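Higher expression everywhere was taken as a mean level at least 1.5 times that of wild type in each of the 3 parts of the embryo, for genes at 15 FPKM or more in a slice of the mutant. Of the 167 patterned genes, 70 met this in bcd RNAi (70 in either embryo alone), 72 in 2.4× bcd, 74 in hb RNAi and 22 in zld. Over all genes the numbers were 2354, 2632, 2775 and 1232. Among the 3 lines of the SMARTseq2 kit the numbers of patterned genes differed little, and the line that shares the wild type's kit had the lowest.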

In the case of *bcd* depletion, approximately a third of these cases are genes that are restricted to the anterior in wild-type that become approximately uniform throughout the embryo ( Figure 7). 

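Of the 62 genes that went from patterned to uniform in bcd RNAi, 24 were anterior genes in wild type, or 38.7% (95% Wilson interval 27.6% to 51.2%), and 6 were posterior genes. Among the 70 patterned genes with a higher level in every part, 23 were anterior genes, or 32.9% (95% Wilson interval 23% to 44.5%).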

While some of these are due to genes with an early uniform pattern that fails to properly resolve into spatially restricted domains, approximately half are true ectopic expression ( Figure S2).

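Of these 62 genes, 41 were also higher in every part of the embryo in bcd RNAi, or 66.1% (95% Wilson interval 53.7% to 76.7%). In the wild-type embryo at cycle 13, 21 of the 62 were expressed and uniform, or 33.9% (95% Wilson interval 23.3% to 46.3%). A further 17, or 27.4%, were below 15 FPKM in every slice at that stage, and 24 were expressed but not uniform. Among the 24 anterior genes, 8 were uniform at cycle 13 and 9 below the threshold.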

**Figure 7.**
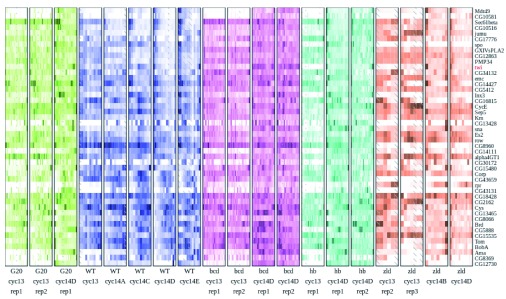
Patterned genes in wild-type that become uniformly expressed are widespread in *bcd-*. Each embryo is normalized independently.

As a first step to identifying likely regulatory motifs, we used binding data for 9 non-pair-rule AP TFs ^28^ and for Zld ^10^ to search for factors with differential rates of binding among the sets of genes with patterning changes ( Figure 2). This analysis highlights that Zelda operates in a qualitatively different manner from the other transcription factors—in it’s absence other TFs are likely to continue expression, though in abnormal patterns. Additionally, Zld is crucial for maintaining patterned expression, as the most common change is from patterned genes integrating one or more AP factors to minimal overall expression.

**Table 2.** Patterning changes are strongly associated with increased TF binding.

	Low Expr to Patterned	Patterend to Uniform	Patterned to Low Expr	Uniform to Patterned
2.4×bcd	bcd,gt,kni,hkb,tll	—	—	bcd
0×bcd 0×hb 0 ×zld	gt,kni,tll bcd,gt,kni,tll —	bcd,cad,gt — —	— — bcd,cad,gt,kni,tll	bcd,kni bcd bcd,cad,gt,kni,tll

Using the genes with identified patterning changes in Figure 1, we performed a χ ^2^ test with a Bonferroni-corrected p-value of 0.05.

Furthermore, *bicoid* stands out as a major factor involved in AP patterning. In all of the mutant conditions except *bcd* and *zld* depletion, having a Bcd binding site is associated with an increase in patterned expression. In all of the conditions, a Bcd binding site is associated with a ubiquitous becoming patterned, and this pattern is often anterior expression.

In addition to patterning changes, some genes with ubiquitous localization actually showed the same response in absolute level as a result of both *bcd* depletion and over-expression. Of these genes, 1002 showed at least 1.5 fold higher expression on both conditions, and 414 showed a 1.5 fold decrease in expression. Such a scenario suggests that these genes are, at wild-type levels, tuned to a particular level of Bicoid expression.

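Levels were compared as the log2 of the mean FPKM per embryo plus 1, with limma over the 8 embryos at cycle 14D and 6575 genes at 15 FPKM or more in a slice of any of them. At an adjusted p below 0.05 (Benjamini-Hochberg), 2051 genes were higher and 901 lower in bcd RNAi, and 2207 higher and 732 lower in 2.4× bcd. In hb RNAi 2100 genes were higher and 775 lower, and in zld, also on the wild type's kit, 77 higher and 104 lower. The single wild-type embryo and the single zld embryo were assumed to vary like the replicated lines. The balance in zld was not stable. More genes were higher than lower with no threshold and with a wild-type group of cycles 14C, 14D and 14E. Within the SMARTseq2 kit, 4 genes were higher and 20 lower in bcd RNAi than in hb RNAi, and 325 higher and 427 lower in bcd RNAi than in 2.4× bcd. Log2 changes from wild type correlated across genes with r = 0.855 between bcd RNAi and 2.4× bcd, 0.923 between bcd RNAi and hb RNAi, and 0.143 between bcd RNAi and zld. Simulated unchanged lines set against the same wild-type embryo gave a mean r of 0.666 for the first pair and 0.578 for the last. The largest rise in bcd RNAi was that of opa, at 7.63 log2 units (standard error 0.33). It also rose by 7.35 in hb RNAi (standard error 0.33), so its rise is not particular to bcd RNAi. Against a wild-type group of cycles 14C, 14D and 14E, the rise of opa in bcd RNAi was 6.14 (standard error 0.94). In 2.4× bcd the largest rise was that of Tango8, at 7.92 (standard error 0.58), which was listed at 0 in wild type. CG13711 fell by 7.19 in bcd RNAi (standard error 0.87), and in 2.4× bcd CG18812, which followed CG15382 among the falls, fell by 5.78 (standard error 0.50). In zld the largest fall was that of CG34137, which fell by 9.88 (standard error 0.66, adjusted p = 8.28e-05 from the same limma fit). The median log2 change over all genes was 0.48 in bcd RNAi and 0.61 in 2.4× bcd, and 0.19 and 0.24 after median-ratio scaling. That scaling also made the numbers of higher and lower genes more even in bcd RNAi, 2.4× bcd and hb RNAi.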

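At cycle 14D, 3929 genes were uniform in wild type and expressed in wild type or a bcd line. Of these, 1094 had a mean level at least 1.5 times that of wild type in both bcd RNAi and 2.4× bcd, and 784 were lower by as much in both. Of the 1094 higher genes, 92.1% were also higher by as much in hb RNAi, which shares the kit, and 45.8% in zld. Of the 784 lower genes, 94.3% were also lower in hb RNAi and 9.57% in zld. Among all uniform genes 34.0% were higher in hb RNAi and 30.7% in zld, and 28.1% and 6.16% were lower. All these comparisons share 1 wild-type embryo. Simulated unchanged lines set against a shared embryo, with the noise of single genes between replicates, gave over 100 sets a mean of 211 higher and 151 lower genes. Of the simulated higher genes 69.9% were also higher in hb RNAi and 64.1% in zld, and of the lower genes 65.1% and 65.7% were also lower. With hb RNAi in place of wild type as the reference, which keeps the comparison within the kit, 58 genes were higher and 49 lower in both bcd lines. Of these, only 15 of the higher and 18 of the lower genes were also so in both lines against wild type. In opposite directions, 31 genes were higher in bcd RNAi and lower in 2.4× bcd, and 57 the reverse. The largest rise in both lines was that of HmgZ (FBgn0010228, chromosome 2R, 21697488 to 21707861), 76.3 times wild type in bcd RNAi and 75 times in 2.4× bcd, but also 35.7 times in hb RNAi. CG4074 and CG12091 followed, at 44.4 and 40.2 times wild type in bcd RNAi. The genes of largest fall were CG18812, CG5568 and Snap24, and each was also lower in hb RNAi and between 0.791 and 1.40 times wild type in zld. Median-ratio scaling turned the split from 1094 higher and 784 lower to 709 higher and 1118 lower. References chosen after the data were seen moved it the other way, wild type at cycle 14E to 898 higher and 207 lower and the cycle 13 embryos to 1324 higher and 290 lower. From genes that respond alike to both changes of bcd, the paper proposes that they are tuned at wild-type levels to a particular level of Bicoid.

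**Figure D4:**
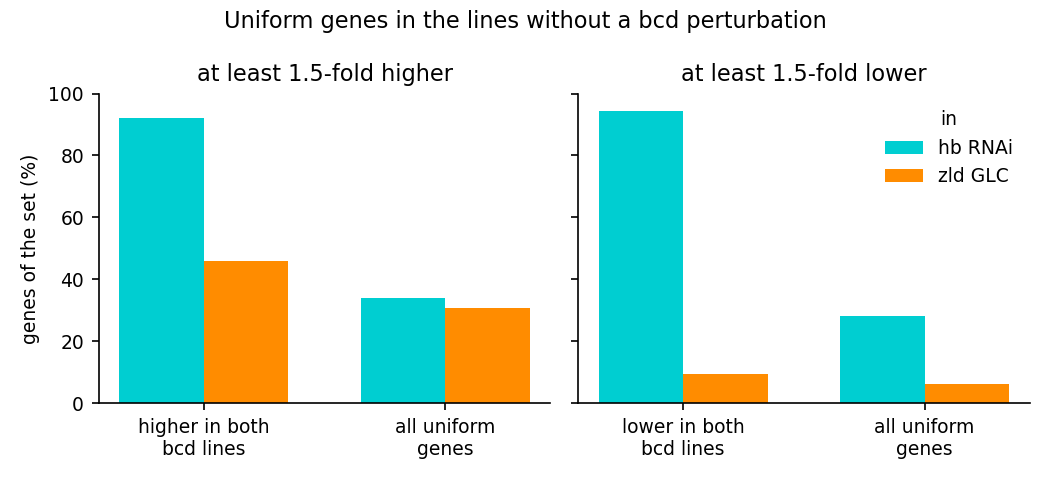
Percent of the genes higher (1094) and lower (784) in both bcd lines that are also changed by at least 1.5 times in the same direction in hb RNAi and in zld, beside all 3929 uniform genes. The shares in hb RNAi are 92.1% and 94.3%, and those in zld 45.8% and 9.57%.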

It is difficult to reconcile increases of expression in the posterior with any local model of transcription factor action. Bcd protein is only present at approximately 5nM at 50% embryo length, and negligible levels more posterior ^29^. It is conceivable that Bcd activates a repressor gene somewhere in the anterior, which then diffuses more rapidly than Bcd to cover at least some of the posterior of the embryo. Nevertheless, there have previously been hints that Bicoid can function as far to the posterior as *hairy* stripe 7 ^30^.

### Genes are likely to change in similar ways in different mutant conditions

We next asked whether patterning changes in one genotype could be used to predict whether the pattern changes in another. Therefore, we plotted the EMD between wild-type and the *bicoid* RNAi line on the X axis, and wild-type to the *zelda* GLC on the Y axis ( Figure 8). Unsurprisingly, the majority of genes did not change, but of those that did, only a small fraction of them changed in one condition but not the other (the blue and green regions near the axes). 

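EMD to wild type at cycle 14D was compared between bcd RNAi and zld over the 3422 genes expressed in both. Genes in the largest 20% of EMD were 684 in each line, and 298 of them were in the largest 20% of both. Of the genes changed in one of the lines, those changed in both thus made up 298 of 684 on either side.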

We grouped genes according to whether they were in the top 20% of the EMD distribution for each genotype independently, then performed a Pearson’s χ ^2^ test of independence of change in *bcd-* versus *zld-*. 

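With independent changes, 136.72 genes would be expected in the largest 20% of EMD of both bcd RNAi and zld, so that the observed 298 were 2.18 times as many (Pearson chi-square test across genes, chi-square 297, p = 1.35e-66, adjusted p = 1.63e-66 with Benjamini-Hochberg adjustment over 6 pairs). Genes are not independent replicates, and both distances use the same wild-type embryo. In 20 simulated sets of unchanged mutants set against that embryo, the overlap was 1.97 times the expected number on average, with a range from 1.87 to 2.12.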

The result was highly significant (p<1×10 ^-100^), with the largest overrepresentation coming from the case where both changed. Repeating this across all combinations of wild-type and two other mutant genotypes yielded the same results: in every case, there were between 2.2 to 2.7 times as many genes that changed in both categories as would be expected ( Figure S3).

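Over the 6 pairs of mutants, 1.97 to 3.08 times as many genes changed in both as under independence. The ratio was 3.08 for bcd RNAi and hb RNAi, 2.65 for 2.4× bcd and hb RNAi and 2.55 for bcd RNAi and 2.4× bcd, all pairs within the SMARTseq2 kit. With zld, which differs from these lines in kit, it was 2.18 for bcd RNAi, 2.15 for hb RNAi and 1.97 for 2.4× bcd. Simulated unchanged mutants gave 2.13, 2.83, 2.10, 1.97, 2.42 and 2.46 for these pairs in the same order. The observed ratio was above all 20 simulated sets for the 3 pairs with bcd RNAi and below all 20 for the other 3. The simulation smoothed the wild-type profiles and added noise as large as the deviation of each slice from the mean of its neighbours. Its median EMD was 0.0312 for bcd RNAi, above the observed 0.0283, and below the observed value in the other lines, at 0.0216 against 0.0333 in 2.4× bcd, 0.0230 against 0.0297 in hb RNAi and 0.0171 against 0.0219 in zld. Without a shared embryo, genes of largest EMD between replicates overlapped those of another mutant 1.42 to 1.96 times as often as under independence, over 9 comparisons. The alternative that moved the ratios most took the largest 10% of EMD in place of 20%, which gave 6.07 for bcd RNAi and hb RNAi. Unchanged mutants were not simulated under the alternatives.

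**Figure D5:**
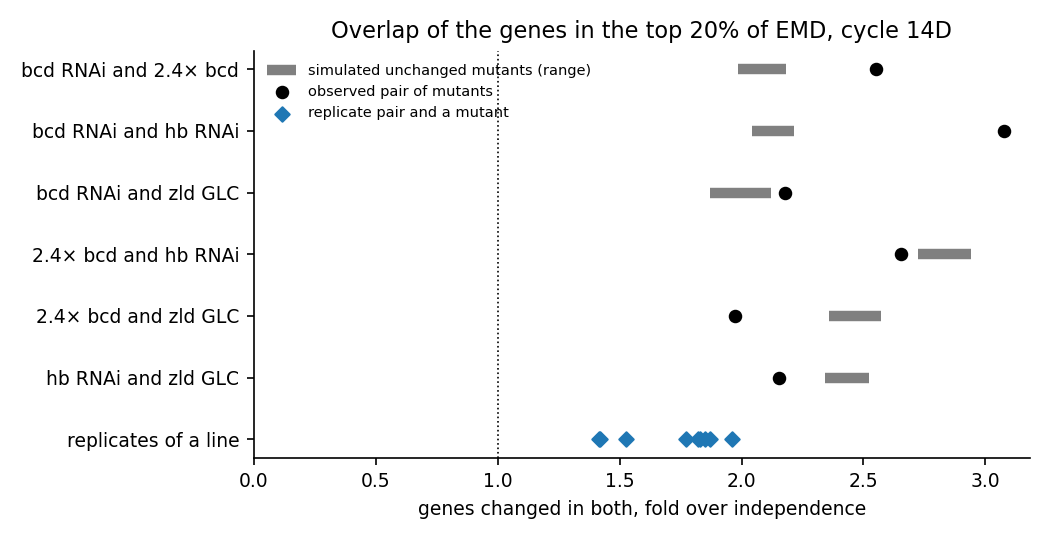
Genes changed in both mutants of a pair relative to the number expected, for the 6 pairs at cycle 14D, beside the range over 20 simulated sets of unchanged mutants (bars) and the ratios of replicate pairs with a mutant (diamonds). The observed ratios run from 1.97 to 3.08 and those of replicate pairs from 1.42 to 1.96.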

**Figure 8.**
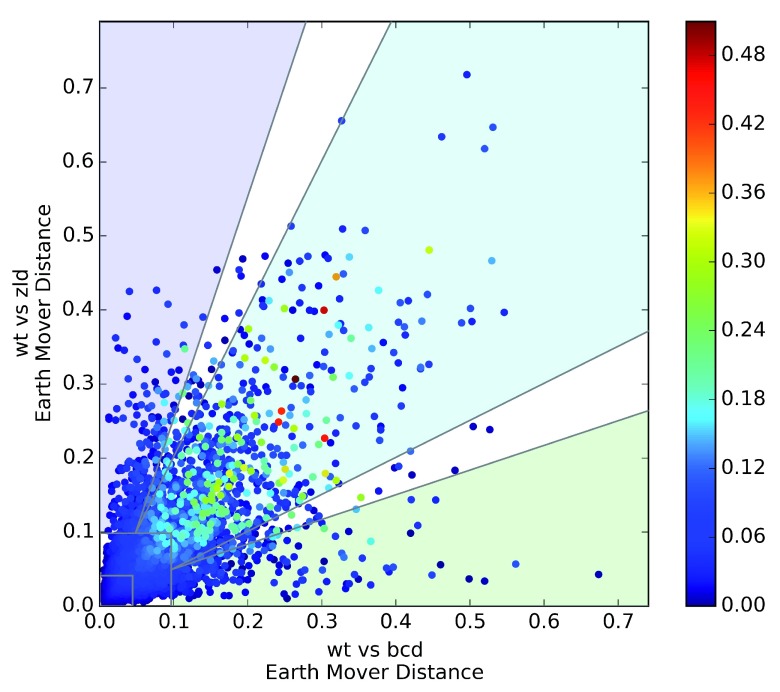
Genes that change in *bcd-* are likely to change in the same way in *zld-*, and *vice-versa.* Change versus the wild-type is plotted on the x and y axes. Each point is colored according to its ΔD score, calculated in Equation 1, in order to highlight genes that change differently between the two conditions.

Of these genes that do change in both conditions, the majority changed in effectively identical ways. 

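For the 298 genes changed in both bcd RNAi and zld, ΔD had a median of 1.97% of embryo length, and 80.5% of the genes were under 5%. By its definition ΔD cannot exceed 2 times the smaller of the EMDs of the lines to wild type. The 75th percentile of EMD was only 0.0332 in zld and 0.0411 in bcd RNAi. A small ΔD is thus partly fixed in advance and does not by itself show that a gene changed alike in both lines. The 2 bcd RNAi embryos alone gave means of 3.27% each, and values recomputed without replicate 1 or replicate 2 were 3.06% and 3.35%. With one bcd RNAi embryo in place of zld, so that the compared embryos have the same genotype, ΔD had a mean of 2.11% and a 95th percentile of 7.56%. From the small ΔD the paper concludes that most genes that change in both conditions change in effectively identical ways.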

We computed a modified EMD that down-weights genes that are very similar to wild-type in at least one mutant genotype:

Δ *D* = EMD( *M*1, *M*2)—|EMD( *M*1, *WT*)—EMD( *M*2, *WT*)| (1)

where EMD(x, y) is the Earth Mover’s Distance between identically staged embryos of genotype x and genotype y. 

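Over the genes changed in both bcd RNAi and zld, the mean of ΔD was 3.50% of embryo length and its 95th percentile 11.7%. One slice spans 4.55% and 4.35% of length in the bcd RNAi embryos, 7.69% in the zld embryo and 7.14% in wild type.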

Even among only the set of genes that change in both conditions, ΔD is small (mean of 3.5%, 95th percentile of 11.9%)—equivalent to a shift of the entire pattern by about 1 or 2 slices in either direction. However, there are 13 genes that change differently between wild-type, *bcd-*, and *zld-* (ΔD>20%). These genes have noticeably different patterns in all three genotypes ( Supplemental Figure S4).

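At cycle 14D, 7 genes had a ΔD above 20%, and all 7 were among the 298 genes changed in both lines. A ΔD this large needs a large EMD in both lines, so this was fixed in advance. The largest were spo at 32.3%, tll at 26.7%, CG16813 at 26%, l(1)sc at 22.5% and ftz at 20.2%. For spo (FBgn0003486, chromosome 3L, 5590083 to 5592571) the EMD to wild type was 0.161 in bcd RNAi and 0.236 in zld, and for tll (FBgn0003720, chromosome 3R, 30852315 to 30854400) it was 0.149 and 0.359. Without bcd RNAi replicate 1 the ΔD of tll was 8.50% and that of l(1)sc 31.3%, and without replicate 2 they were 44.8% and 13.7%. The ΔD of CG16813 was 1.17% with wild type at cycle 14C as the reference and 1.59% with a pseudocount of 1 FPKM. With wild type at cycle 14C those of spo, tll and l(1)sc were 16.7%, 18.1% and 9.92%, and with the pseudocount that of ftz was 17.8%. The count rests on few embryos, with 3 genes without bcd RNAi replicate 2 and 8 without replicate 1.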

### Differential response to mutation is strongly associated with transcription factor binding

We sought to understand what is different about genes with a high ΔD, compared to those that change in response to wild-type, but have a low ΔD (that is, those that change in the same way in response to distinct mutant conditions). We found that genes with a high ΔD score were strongly enriched for a number of TF binding sites ( Table 3 and Table S1).

**Table 3.** TF binding is enriched near differentially changing genes between WT, *bcd*-, and *zld*-.

	odds ratio	base freq	p-value
bcd	4.69	17.40%	1.2e-09
kni	4.19	3.01%	0.000176
gt	3.79	19.00%	2.81e-08
cad	3.17	31.10%	6.73e-08
kr	3.1	56.58%	1.6e-07
tll	2.97	7.64%	0.000597
hb	2.21	39.53%	0.000143
hkb	2.1	23.86%	0.00115

χ ^2^ test results for TF binding within 10kb of the TSS for the wild-type/ *bcd*-/ *zld*- three-way comparison. We examined the top 50 genes by ΔD, compared to the 200 genes closest to the median ΔD of genes that change in response to both mutations. Base frequency indicates the fraction of genes expressed at this time point with at least one ChIP peak for that TF. In this comparison, only Dichaete and Zelda binding were not significant at a Bonferroni-corrected p-value of 0.05.

Next, we binned genes by ΔD score, then examined trends in combinatorial transcription factor binding. As ΔD score increases, genes are more likely to be bound by multiple TFs ( Figure 9). Due to the high background rate of binding, assaying the presence of at least 3 factors is not readily able to distinguish between genes with high and low ΔD’s, as nearly 70% of all genes expressed have at least 3 TFs bound. Assaying for the presence of more factors is better able to identify which genes are likely to change, and the top 50 genes all have at least 8 factors bound.

**Figure 9.**
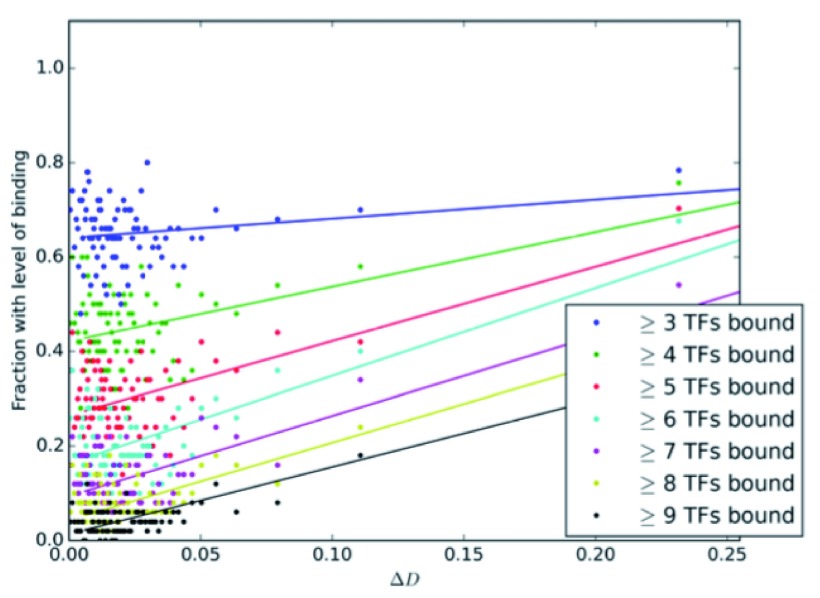
Higher ΔD scores are correlated with increased combinatorial binding. We grouped genes into non-overlapping windows of 50 genes by ΔD score, and calculated the fraction of those genes with at least 3,4, . . . *etc.* of the 10 early AP TFs bound (including Zld). We also plotted a simple linear regression on the binned points.

We sought to understand the extent to which genes with the same pattern of upstream regulators had the same responses to perturbation. We grouped genes according to the complement of ChIP-validated TF binding sites near that gene, then examined the patterning changes. Although with 10 different TFs there are potentially over one thousand distinct combinations of binding patterns, in practice the dense, combinatorial patterns found around patterning enhancers reduces this set to a much more manageable 157 different combinations, of which only 52 had at least 30 genes.

Within these sets of genes with similar TF binding profiles, we then asked whether the distribution of patterning changes was any different from the distribution of patterning changes for all genes. For each gene, we summed the EMD scores for the 2.4× *bcd*, *bcd-*, and *zld-*, then performed a KS-test between the summed EMD scores of genes with a given binding pattern and the summed scores for all expressed genes. We found only 2 binding patterns with a Bonferroni-corrected p-value less than .05. Both of these sets were highly bound, and they were also very similar to each other in their binding, differing only in the presence of a Knirps (Kni) binding site ( Figure 10).

**Figure 10.**
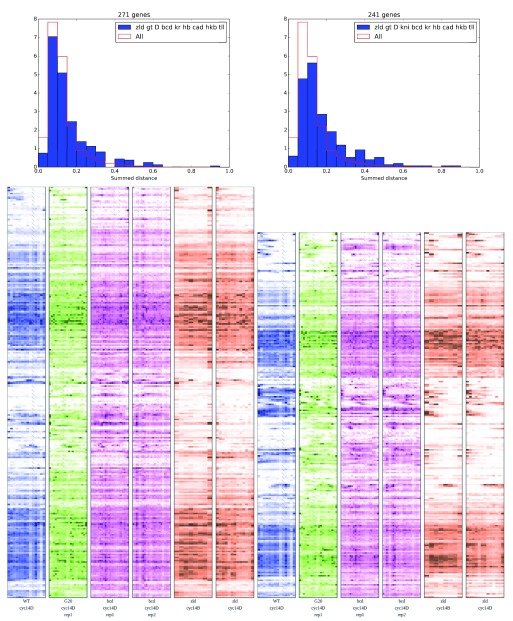
Identical binding patterns have a wide range of patterned responses.

Despite the similar binding patterns near these genes, there is a wide range of responses. The wild-type expression patterns run nearly the complete gamut, including uniform expression, anterior stripes, posterior stripes, and central expression domains. Additionally, the presence of a Kni site seems to yield an increased number of genes with an anterior expression domain.

## Discussion

We have generated a dataset that is unparalleled in its coverage assaying patterning changes in mutant conditions. When these patterning mutants have been described previously, either major morphological readouts like cuticle staining or *in situ* hybridization has been used to illustrate the effects on downstream target genes ^12, 16, 31^. However, *in situ* hybridization suffers from a strong selection bias in the genes that are chosen. By assaying spatial differences in the patterning of every gene in the genome, we demonstrate the full effect that these TFs have on developmental gene expression networks.

Despite the importance of the factors we chose for establishing spatially and temporally correct patterning, only a relatively small number of genes have significant expression pattern changes. Many of the targets that do show clearly abnormal expression patterns are, themselves, key transcription factors. This suggests that, even though key, maternally provided patterning factors bind to thousands of places throughout the genome ^28^, many of those binding sites are not functional in any meaningful sense. Certainly some of this binding is due to artifacts in the ChIP data, and even reproducible, non-artifactual binding should not be confused with function ^32, 33^. However, the fact that genes near binding sites for multiple factors tend to have more complicated responses to mutation suggests that there is some truth to the idea that gene regulation in complex animals tends to be combinatorial, even if the ChIP data are imperfect.

We were surprised how much proper *bicoid* expression seems to be required for proper patterning at all points along the embryo, not just in the anterior. The fact that *bcd* is normally understood to be an activator, while the plurality of genes with higher, ubiquitous expression in the mutant are normally localized to the anterior in wildtype suggests that this is normally mediated through one or more repressors that depend on *bcd*. As one of three TFs overrepresented at genes with this phenotype, *gt* is likely to be involved in this global derepression, but since it is itself neither ubiquitous throughout the embryo nor universally bound at the genes that change, it is likely not the only player.

The mutants we examined seemed to produce very similar changes in their downstream targets, despite the wild-type TFs having widely varying spatial distributions. Our initial expectation was that there would be many more ways to fail to properly pattern expression, and that different mutations would have different average effects from each other. Indeed, relying on different mutations having different responses has been the key to genetic analysis of fine scale patterns such as the *eve* stripes ^17, 34– 36^. Although averaging across the most different genes in a mutant genotype does yield different patterns ( Figure 6), for any given gene excursions from the correct spatial expression pattern seems to be largely canalized ( Figure 8). This seemingly-canalized expression change may be a consequence of the types of genes we can easily measure patterning changes among—we cannot resolve individual pair-rule stripes, for instance—so genes with coarser patterns may be more likely to have a single “failure” phenotype, as compared to those with finer patterns, which have more layers of regulation to perturb.

We do recognize a number of distinct limitations of this dataset towards predicting gene expression change as a function of mutation. The spatial resolution is still much coarser than *in situ* hybridization based experiments. This is especially concerning near regions where there are fine stripes of expression, which cannot be resolved between adjacent slices, or at regions where there is a transition between expression domains, where it is possible that the slicing axis is not perfectly aligned with the domain border. Finally, it is worth remembering that especially in the later stages examined, the gap gene positions will also be perturbed, so any observed changes in pattern positioning is likely to be a combination of direct effects and downstream effects of the original mutation.

A number of recent studies have used various technical or experimental techniques to improve the resolution of RNA-seq maps of gene expression in developing embryos. Iterated sectioning of different embryos in all three dimensions can be deconvolved to yield estimates of the original pattern ^37^. Similarly, sequencing mRNA from dissociated nuclei allows for the maximum possible spatial resolution, assuming the original location of those nuclei can be estimated ^38, 39^. While these approaches are worthwhile for establishing a baseline map of expression patterns in wild-type embryos, the expense of sequencing still makes single-dimensional studies worthwhile. Furthermore, the single-cell approaches in Satija *et al.* ^38^ and Achim *et al.* ^39^ require some prior knowledge of spatial gene expression, which may be significantly perturbed in patterning mutants. Other approaches for multiplexed *in situ* profiling of mRNA abundance have been described, but are not yet cheap or reliable enough to be readily useful for screening mutants ^40, 41^.

Additionally, the time and expense required for a single individual necessarily means that we have profiled only a small number of individuals. We were therefore careful to choose only highly penetrant mutations for analysis, and to choose individuals at as similar staging as we could. However, even for genes with a consistent, precise time-dependent response between individuals, the differences in staging are likely to be a significant contributor to variation. Furthermore, we only examined two relatively distant time points in this study (approximately 45 minutes apart), making comparisons across time fraught at best.

Nevertheless, this experiment suggests a number of genes for more detailed follow up studies. As our predictive power for relatively well-studied model systems, such as the *eve* stripes improves, it will be especially important to take these insights to other expression patterns in the embryo. The risk of over-fitting increases with the depth of study of any particular model system, even if any given study is relatively well controlled. Therefore, by demonstrating that particular insights hard-won in these model systems are broadly applicable, we can gain some confidence in the results, and we approach having a rigorous, broadly applicable predictive model of gene regulation.

Ultimately, we believe more datasets addressing chromatin state in response to different conditions will be necessary for accurate prediction of spatial responses to mutation. In a ChIP-seq dataset on embryos with different, uniform levels of *bicoid* expression, hundreds of peaks seem to vary with differing affinities to Bcd protein (Colleen Hannon and Eric Wieschaus, personal communication, March 2015). The zygotically expressed genes near these differential peaks also have different spatial localization in wild-type, and different average responses to the mutants presented here. In addition to spatially resolved expression measurements, spatially resolved binding and chromatin accessibility data will likely be necessary. While ChIP-seq experiments currently require several orders of magnitude more input material than can be reasonably collected from spatially resolved samples, recent method developments in measuring chromatin accessibility have shown that it is possible to collect data from as few as 500 mammalian nuclei ^42^. A similar amount of DNA is present in a single *Drosophila* embryo, which suggests that spatially resolved chromatin accessibility data may be achievable.

## Materials and methods

### Fly lines, imaging, and slicing

*Zelda* germline clone flies (w zld- FRT/FM7a; His2Av RFP) were a gift of Melissa Harrison, and were mated and raised as described previously ^10^. Embryos were collected from mothers 3–10 days old.

The construction of the *bcd* and *hb* RNAi flies has been described previously ^43^ and were obtained from the DePace Lab at Harvard Medical School. Briefly, we generated F1s from the cross of maternal tubulin Gal4 mothers (line 2318) with UAS-shRNA- *bcd* or UAS-shRNA- *hb* fathers (lines GL00407 and GL01321 respectively), then collected embryos from the sibling-mated F1s. In order to take advantage of the slowed oogenesis and resulting greater RNAi efficiency, we aged the F1 mothers for approximately 30 days at 25°C.

The *bcd* overexpression lines were a generous gift of Thomas Gregor at Princeton University. We used line 20, which has 2.4× wild-type levels of eGFP-Bcd fusion. Flies were kept in uncrowded conditions, and embryos were collected at 25°C from 3–7 day old mothers.

We washed, dechorionated, and fixed the embryos according to our standard protocol (see 44), incubated in 3 µM DAPI for 5 minutes, washed twice with PBS, and then imaged on a Nikon 80i microscope with a Hamamatsu ORCA-Flash4.0 CCD camera. We did not DAPI stain the *zld-* embryos because they had a histone RFP marker. After selecting embryos with the appropriate stage according to density of nuclei in histone-RFP or DAPI staining and membrane invagination for the cycle 14 embryos, we washed embryos with methanol saturated with bromophenol blue (Fisher), aligned them in standard cryotome cups (Polysciences Inc), covered them with VWR Clear Frozen Section Compound (VWR,West Chester, PA), and froze them at -80C.

We sliced the embryos as in Combs and Eisen ^44^. Single slices were placed directly in non-stick RNase-free tubes (Life Technologies), and kept on dry ice until storage at -80C.

### RNA extraction, library preparation, and sequencing

We performed RNA extraction in TRIzol as previously ^44^. All RNA quality was confirmed using a BioAnalyzer 2100 RNA Pico chip (Agilent).

We generated libraries of the *zld-* embryos using the TruSeq mRNA unstranded kit (Illumina). As described previously, we added in 70 ng of yeast total RNA as a carrier and performed reactions in half-sized volumes to improve concentration ^44^.

We generated libraries from the RNAi and overexpression embryos using the SMARTseq2 protocol; we skipped the cell lysis steps because RNA had already been extracted ^45, 46^. As described previously, tagmentation steps were performed at 1/5th volume to reduce costs ^46^.

### Data analysis and deposition

All data was compared to FlyBase genome version r6.03 ( ftp://ftp.flybase.net/releases/FB2014_06/). Mapping was performed using RNA-STAR v2.3.0.1 ^47^, and expression estimates were generated using Cufflinks v2.2.1 on only the *D. melanogaster* reads ^48^. Reads from Combs and Eisen ^44^ were re-mapped to the new genome version. When carrier RNA was used (data from Combs and Eisen ^44^ and the *zld-* embryos), we discarded as ambiguous reads with 3 or fewer mismatches to prefer one species or the other. Due to the extensive divergence between the yeast carrier RNA and fly target RNA, the vast majority of mapped reads (>99.99%) were unambiguous as to the species of origin. After mapping, we removed samples that had fewer than 500,000 *D. melanogaster* reads and samples with less than a 70% mapping rate when no carrier RNA was used; no other filtering or corrections were performed.

Specific analysis code was custom-written in Python 2.7.6. Custom analysis and heatmap generation code is available from https://github.com/petercombs/EisenLab-Code. All analyses presented here and all data figures were made using commit 2c144be (doi: 10.5281/zenodo.160787). EMDs were calculated using the python-emd package by Andreas Jansson (no version number available, version used archived under doi: 10.5281/zenodo.160797). Violin plots, histograms, and scatter plots were made using Matplotlib v1.4.2 and Numpy v1.9.2, ^49– 51^. Linear regressions ( stats.linregress), Kolmogorov-Smirnov tests ( stats.ks_2samp), and *χ* ^2^ tests ( stats.chi2_contingency) were performed using Scipy v 0.14.0.

Newly generated sequencing reads have been deposited at the Gene Expression Omnibus under accession GSE71137. Additional files and a searchable database are available at http://eisenlab.org/supplements/combs2016/.

## Data availability

The data referenced by this article are under copyright with the following copyright statement: Copyright: © 2017 Combs PA and Eisen MB

Newly generated sequencing reads have been deposited at the Gene Expression Omnibus under accession GSE71137 ( https://www.ncbi.nlm.nih.gov/geo/ query/acc.cgi?acc=GSE71137).

Custom analysis code: https://github.com/petercombs/EisenLab-Code

Archived custom analysis code at the time of publication: http://dx.doi.org/10.5281/zenodo.160787

How the deposited data were processed for this re-analysis (not part of the article)

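RNA was measured by RNA-seq in 382 slices of 25 Drosophila embryos. The authors aligned the reads with RNA-STAR to the FlyBase genome, discarded reads that could not be told from the yeast carrier, and deposited FPKM per gene and slice computed with Cufflinks. Of the slices, 338 have FPKM and 340 have values in a second deposited table, named for kallisto. The columns of that table are named FPKM, but each sums to the same total, so the deposited values were taken as TPM per transcript, made by the authors with kallisto according to the table's name, since the paper's text does not name it. Of its 30385 transcripts, 30048 matched the annotation, and they were summed to 13763 genes. The FPKM table has 13587 named genes. The authors removed slices with few reads or a low share of mapped reads, and 87 columns hold no value.

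Wild-type and zld libraries were made with TruSeq from 25 µm slices at cycles 13 and 14D, and those of bcd RNAi, 2.4× bcd and hb RNAi with SMARTseq2 from 13 µm slices. Because the FPKM table holds no counts, fragments per slice were estimated from the steps between FPKM values on single-transcript genes of at least 1500 bases. The estimate was tested on 20 simulated slices, of which 100% came within 1.25 times the true depth. The estimated depth ran from 246991 to 12054002 fragments per slice. At the median depth, 15 FPKM on a transcript of 1500 bases carried a counting error of 23% in wild type, 13.4% in zld, 12.8% in 2.4× bcd, 10.7% in bcd RNAi and 9.84% in hb RNAi. Intervals are 95% Wilson intervals and cover counting error only.

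Each embryo gave 1 profile per gene. Missing slices were filled with the mean of the nearest slices present, each profile was divided by its maximum and then by its sum, and slices were equal blocks on an axis from 0 to 1. EMD was the area between the cumulative curves, averaged over the embryos of a line. Genes were expressed at 15 FPKM or more in at least one slice, uniform at an EMD to a flat profile below 0.04 and patterned above 0.08. Genes changed in both mutants of a pair were those in the largest 20% of EMD in each, tested with a Pearson chi-square test across genes and Benjamini-Hochberg adjustment over 6 pairs. Adjacent and distant slices were compared with an exact two-sided sign test over embryos. A simulated mutant with 200 changed genes was tested at an EMD above 0.08. Of the changed genes whose EMD was above 0.08 before noise was added, 100% were recovered with noise of SD 0.2 on the log2 scale. This shows only that such noise did not hide them.

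Levels were compared with limma (lmFit and eBayes with a trend) on the log2 of the mean FPKM plus 1, over 6575 genes and 8 embryos at cycle 14D, with Benjamini-Hochberg adjustment and a threshold of 0.05. The lone wild-type and zld embryos were assumed to vary like the others. On simulated data with 200 genes changed by 3 log2 units, 94.5% were recovered in bcd RNAi and 93.5% in zld. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

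The genes named were chosen before the data were examined by a rule. They are the perturbed genes, the genes the paper names in its text, prints in red in Figure 3 or shows in Figure 5B, per mutant line the 3 genes of largest EMD with an EMD above 0.08 in every embryo, the 5 genes of largest ΔD, the 3 genes of largest rise and 3 of largest fall in both bcd lines, and per line the 2 genes of largest rise and 2 of largest fall past limma's threshold. The alternatives tried were kallisto TPM, a pseudocount of 1 FPKM in the profiles, 6 bins, slices as points, profiles without terminal slices, thresholds of 5 and 30 FPKM, no threshold, missing slices left out, the root mean square of replicates, the wild-type embryo at cycle 14C as the reference, the largest 10% of EMD, profiles divided by the maximum only, the embryos of Figure 2 only, Spearman correlation, genes at 15 FPKM, median-ratio scaling, uniformity in both bcd lines, the fold in each embryo, pseudocounts of 0.1 and 5 FPKM on the log2 scale, a wild-type group of cycles 14C, 14D and 14E, and each replicate left out in turn. Wild type at cycle 14E as the reference, the embryos at cycle 13, all wild-type embryos, kallisto TPM for the number of expressed genes, and expression in a slice of any embryo were added after the data were seen. ChIP data and enhancer lists were not analysed here.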

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

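The test against matched gene lists was chosen before its result was seen. At cycle 14D, 28 genes were uniform in wild type and patterned in the zld embryo. The same genes were examined in the zld embryo at cycle 13 replicate 1, which the paper's heatmaps do not show, and a signal above that of wild type at the same stage appeared.

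In this embryo, 5 of the 13 genes expressed in both embryos were patterned, 2 of them in the anterior part, against 0 in wild type at cycle 13. Among 10000 lists of genes uniform in wild type at cycle 14D and matched in number and mean level, the mean was 0.744 and the highest count 6, and the observed count was at the 99.97 percentile of the lists. This embryo has values for only 3 slices, and some lists reach 6 genes. No technical explanation was tested for this embryo beyond the lists. A batch shared by the zld embryos, which was not tested, and the loss of zld itself, the biological difference that the design names, stay open. In cycle 13 replicates 2 and 3, which have values for only 4 and 5 slices, 10 of 17 and 11 of 14 such genes were patterned. In wild type 1 was patterned in each case, and the highest counts among the lists were 8 and 9. In the zld embryo at cycle 11, 0 of the 6 genes expressed in both embryos were patterned.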

How the results depend on the processing

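Of 1082 recomputed values, 290 leave out a replicate and 792 change another choice. For results of a comparison 460 stayed within their spread or limit and 195 moved, and of those that moved 160 came from changed choices. For single named genes and secondary shares 365 stayed within their spread or limit, 53 moved and 9 fell below the threshold. The limma changes of 16 genes, 20 results by gene and line with the perturbed genes included, kept their direction in 237 alternatives, and in 9 of these they were no longer past the threshold. Over 84 alternatives the overlap of changed genes was 1.74 to 6.07 times that under independence. Unchanged mutants, which already gave 1.97 to 2.83 times, were not simulated under these alternatives, so the range says nothing on stability. The replicate block, wild type at cycle 14E, the embryos at cycle 13, all wild-type embryos and expression in a slice of any embryo were chosen after seeing the data. The anterior genes below the threshold in bcd RNAi had an SD of 0, so that any shift counts as moved.

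No paired analysis was possible against wild type, which is a single embryo per stage. Between bcd RNAi, 2.4× bcd and hb RNAi at cycle 14D, which each have replicates 1 and 2, limma was also run with the replicate number as a block. With this replicate block, 6 genes were higher and 23 lower in bcd RNAi than in hb RNAi, 28 higher and 34 lower in 2.4× bcd than in hb RNAi, and 304 higher and 397 lower in bcd RNAi than in 2.4× bcd. Without it the numbers were 4 and 20, 29 and 33, and 325 and 427. Deviations of embryos with the same number correlated at r = -0.319, 0.172 and -0.124 for these pairs of lines, and the labels and the paper name nothing that same-numbered embryos share, so the numbers do not pair the embryos.

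With kallisto TPM, the number of posterior genes was 51, the mean ΔD in percent was 4.42, and the 95th percentile of ΔD in percent was 13.8. The median EMD at cycle 14D was 0.0225 in zld, the median EMD at cycle 13 was 0.0424 in bcd RNAi and 0.0445 in hb RNAi, and the percent of anterior genes that stay anterior was 33.8 in 2.4× bcd and 27.6 in hb RNAi. The percent of anterior genes below the threshold was 37.6 in bcd RNAi, 27.1 in 2.4× bcd and 22.9 in hb RNAi, the percent of posterior genes with an anterior domain was 45.3 in bcd RNAi, and the count from patterned to uniform was 21 in 2.4× bcd. The count from patterned to low expression was 58 in bcd RNAi, 44 in 2.4× bcd and 38 in hb RNAi, the count from uniform to patterned was 22 in hb RNAi, and the percent of patterned genes affected was 37.8 in hb RNAi. The number of genes past limma's threshold and higher was 1324 in bcd RNAi and 33 in zld, and the number of genes past limma's threshold and lower was 442 in 2.4× bcd and 448 in hb RNAi.

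With a pseudocount of 1 FPKM, the mean ΔD in percent was 3.21, the 95th percentile of ΔD in percent was 10.5, and the number of genes with ΔD above 20% was 3. The median EMD at cycle 13 was 0.0394 in hb RNAi, the percent of anterior genes below the threshold was 43.1 in bcd RNAi, and the count from low expression to patterned was 124 in bcd RNAi and 256 in hb RNAi. The percent of patterned genes affected was 63.0 in bcd RNAi and 35.1 in hb RNAi.

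In 6 bins, the mean ΔD in percent was 2.99, the 95th percentile of ΔD in percent was 9.97, and the median EMD at cycle 14D was 0.0311 in 2.4× bcd and 0.0207 in zld. The median EMD at cycle 13 was 0.0291 in bcd RNAi and 0.0375 in hb RNAi, the count from uniform to patterned was 14 in bcd RNAi, and the percent of patterned genes affected was 66.0 in bcd RNAi and 38.9 in hb RNAi.

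With slices as points, the mean ΔD in percent was 4.45, the median EMD at cycle 14D was 0.0368 in bcd RNAi, 0.0413 in 2.4× bcd, 0.0380 in hb RNAi and 0.0334 in zld, and the median EMD at cycle 13 was 0.0432 in bcd RNAi, 0.0481 in 2.4× bcd, 0.0541 in hb RNAi and 0.0602 in zld. The percent of patterned genes affected was 54.2 in bcd RNAi.

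Without terminal slices, the mean ΔD in percent was 3.30, the 95th percentile of ΔD in percent was 9.24, and the number of genes with ΔD above 20% was 1. The median EMD at cycle 14D was 0.0312 in bcd RNAi, 0.0353 in 2.4× bcd and 0.0242 in zld, the median EMD at cycle 13 was 0.0268 in bcd RNAi, 0.0369 in hb RNAi and 0.0272 in zld, and the percent of anterior genes that stay anterior was 45.9 in 2.4× bcd. The percent of anterior genes below the threshold was 41.3 in bcd RNAi and 23.2 in hb RNAi, the percent of posterior genes with an anterior domain was 37.2 in bcd RNAi, and the percent of patterned genes affected was 61.0 in bcd RNAi, 37.8 in 2.4× bcd and 40.9 in hb RNAi.

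At a threshold of 5 FPKM, the number of anterior genes was 231, the number of posterior genes was 83, and the number of patterned genes was 501. The mean ΔD in percent was 4.21, the 95th percentile of ΔD in percent was 14.9, and the number of genes with ΔD above 20% was 12. The median EMD at cycle 14D was 0.0327 in bcd RNAi, 0.0390 in 2.4× bcd and 0.0255 in zld, the median EMD at cycle 13 was 0.0348 in bcd RNAi and 0.0467 in hb RNAi, and the percent of anterior genes that stay anterior was 41.4 in 2.4× bcd. The percent of anterior genes below the threshold was 38.1 in bcd RNAi, the count from low expression to patterned was 403 in bcd RNAi, 1201 in 2.4× bcd, 1121 in hb RNAi and 295 in zld, and the count from patterned to uniform was 181 in bcd RNAi, 88 in 2.4× bcd, 128 in hb RNAi and 101 in zld. The count from patterned to low expression was 103 in bcd RNAi, 55 in 2.4× bcd, 56 in hb RNAi and 156 in zld, the count from uniform to patterned was 43 in bcd RNAi, 254 in 2.4× bcd, 100 in hb RNAi and 55 in zld, and the percent of patterned genes affected was 56.7 in bcd RNAi and 36.7 in hb RNAi.

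With no threshold, the median EMD at cycle 14D was 0.0551 in bcd RNAi, 0.0636 in 2.4× bcd, 0.0568 in hb RNAi and 0.0462 in zld, the median EMD at cycle 13 was 0.0437 in bcd RNAi, 0.0497 in 2.4× bcd, 0.0586 in hb RNAi and 0.0520 in zld, and the number of genes past limma's threshold and higher was 1279 in bcd RNAi, 1318 in 2.4× bcd, 1222 in hb RNAi and 274 in zld.

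With missing slices left out, the mean ΔD in percent was 3.47, the 95th percentile of ΔD in percent was 10.9, and the percent of anterior genes below the threshold was 41.0 in bcd RNAi. The percent of posterior genes with an anterior domain was 49.1 in bcd RNAi, the count from uniform to patterned was 95 in 2.4× bcd, and the percent of patterned genes affected was 56.4 in bcd RNAi and 38.1 in hb RNAi.

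By the root mean square of replicates, the mean ΔD in percent was 3.69, and the median EMD at cycle 14D was 0.0353 in 2.4× bcd.

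Against wild type at cycle 14C, the number of posterior genes was 102, the number of patterned genes was 253, and the mean ΔD in percent was 3.32. The number of genes with ΔD above 20% was 3, the number of genes lower in both bcd lines was 492, and the median EMD at cycle 14D was 0.0346 in bcd RNAi, 0.0389 in 2.4× bcd and 0.0303 in zld. The percent of anterior genes that stay anterior was 58.3 in 2.4× bcd and 52.2 in hb RNAi, the percent of anterior genes below the threshold was 44.4 in bcd RNAi and 16.7 in hb RNAi, and the percent of posterior genes with an anterior domain was 53.1 in bcd RNAi. The count from patterned to uniform was 106 in bcd RNAi, 77 in hb RNAi and 54 in zld, the count from patterned to low expression was 102 in zld, and the count from uniform to patterned was 11 in bcd RNAi, 85 in 2.4× bcd and 21 in hb RNAi. The percent of patterned genes affected was 41.5 in hb RNAi and 61.7 in zld.

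With profiles divided by the maximum only, the median EMD at cycle 14D was 0.0173 in bcd RNAi, 0.0193 in 2.4× bcd, 0.0170 in hb RNAi and 0.0243 in zld.

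With expression in a slice of any embryo, the number of patterned genes was 1370.

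Against wild type at cycle 14E, the number of patterned genes was 663, the number of anterior genes was 148, and the number of posterior genes was 256. The number of genes lower in both bcd lines was 207, and the median EMD at cycle 14D was 0.0375 in bcd RNAi, 0.0413 in 2.4× bcd, 0.0390 in hb RNAi and 0.0346 in zld.

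With all wild-type embryos, the number of uniform genes not perturbed was 1084.

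After median-ratio scaling, the number of genes higher in both bcd lines was 709, and the number of genes past limma's threshold and lower was 1148 in 2.4× bcd.

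With uniformity in both bcd lines, the number of genes lower in both bcd lines was 351.

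With a pseudocount of 0.1 FPKM on the log2 scale, the number of genes past limma's threshold and higher was 146 in zld.

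With a wild-type group of cycles 14C, 14D and 14E, the number of genes past limma's threshold and higher was 263 in zld.

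In the embryos at cycle 13, the number of genes lower in both bcd lines was 290.

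Median-ratio scaling turned the split of genes changed in both bcd lines from 58.3% higher to 38.8% higher. Profiles divided by the maximum only made zld the line of largest median EMD. The causes of the moves were not tested. The EMD of CG12986 in 2.4× bcd and hb RNAi has no value without terminal slices.

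Left out in turn, replicates gave the median EMD at cycle 14D in bcd RNAi 0.0252 to 0.0283, the median EMD at cycle 13 in bcd RNAi 0.0290 to 0.0314, the count from uniform to patterned in bcd RNAi 22 to 72 (without bcd RNAi replicate 1 and without bcd RNAi replicate 2) and the percent of patterned genes affected in bcd RNAi 64.7 to 67.1. Likewise the range was, for the mean ΔD in percent 3.06 to 3.35, the 95th percentile of ΔD in percent 12.2 to 12.3, the number of genes with ΔD above 20% 3 to 8 (without bcd RNAi replicate 2 and without bcd RNAi replicate 1) and the median EMD at cycle 14D in 2.4× bcd 0.0307 to 0.0318. Further ranges were, for the count from patterned to low expression in 2.4× bcd 19 to 27, the count from uniform to patterned in 2.4× bcd 85 to 223 (without 2.4× bcd replicate 2 and without 2.4× bcd replicate 1), the percent of patterned genes affected in 2.4× bcd 32.9 to 41.9 and the count from low expression to patterned in hb RNAi 166 to 498 (without hb RNAi replicate 2 and without hb RNAi replicate 1). Other ranges were, for the count from uniform to patterned in hb RNAi 23 to 97 (without hb RNAi replicate 2 and without hb RNAi replicate 1), the percent of patterned genes affected in hb RNAi 40.1 to 40.7, the median EMD at cycle 13 in zld 0.0306 to 0.0412 and the number of genes past limma's threshold and higher in bcd RNAi 1104 to 2598 (without bcd RNAi replicate 1 and without hb RNAi replicate 1). The level ranges were, for the number of genes past limma's threshold and lower in bcd RNAi 437 to 1109 (without bcd RNAi replicate 1 and without hb RNAi replicate 2), the number of genes past limma's threshold and higher in 2.4× bcd 1253 to 2727 (without 2.4× bcd replicate 2 and without hb RNAi replicate 1), the number of genes past limma's threshold and lower in 2.4× bcd 335 to 960 (without 2.4× bcd replicate 2 and without hb RNAi replicate 2) and the number of genes past limma's threshold and higher in zld 21 to 217 (without bcd RNAi replicate 1 and without hb RNAi replicate 1). Last, they were, for the number of genes past limma's threshold and lower in zld 67 to 152 (without 2.4× bcd replicate 2 and without hb RNAi replicate 1).

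Depth limits what can be called near the threshold. At the median depth of wild type, 839025 fragments per slice, the counting error at 15 FPKM was 23%, against 9.84% in hb RNAi.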

Differences from the paper's values

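Of 29 values the paper states, 9 differ from those found here and 20 do not. The alternatives named were set before the data were examined unless said otherwise, and those not named as coming within the paper's value do not.

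The paper's number of patterned genes in wild type at cycle 14D is 465, against 167 here. A threshold of 5 FPKM, with 501, comes within it, and the other alternatives do not. Wild type at cycle 14E, chosen after seeing the values, gave 663 and also comes within 1.5 times, while 15 FPKM in a slice of any embryo, likewise chosen after seeing the values, gave 1370 and does not.

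The paper's lowest share of patterned genes affected in a depletion mutant is 12%, against 35.9% here in hb RNAi, and its highest is 20%, against 59.3% here in bcd RNAi. For 2.4× bcd the paper's share is 12%, against 30.5% here. No alternative comes within any of these 3 values. The numbers of affected genes lie closer together. The counts in the paper's Table 1 sum to 109 in bcd RNAi, 56 in hb RNAi, 95 in zld and 57 in 2.4× bcd, against 99, 60, 88 and 51 here. Of 465 genes these sums are 23.4%, 12.0%, 20.4% and 12.3%, so by these sums the stated 20% is the share of zld, which is 52.7% here, and bcd RNAi lies above it.

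For genes that went from uniform to patterned in 2.4× bcd, the paper's count is 64, against 145 here. Missing slices left out (95), wild type at cycle 14C (85) and the data without 2.4× bcd replicate 2 (85) come within it, and the other alternatives do not. In bcd RNAi the paper's count is 12, against 23 here, and 6 bins (14) and wild type at cycle 14C (11) come within it.

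For genes that went from low expression to patterned in bcd RNAi, the paper's count is 96, against 192 here. Kallisto TPM (134) and a pseudocount of 1 FPKM (124) come within it.

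The paper's number of uniform genes lower in both bcd lines is 414, against 784 here. Kallisto TPM (523), wild type at cycle 14C (492) and uniformity in both bcd lines (351) come within it. The embryos at cycle 13 gave 290, chosen after seeing the values, which also comes within 1.5 times, and wild type at cycle 14E, chosen likewise, gave 207, which does not. How many of the paper's own genes these settings drop is not known, since its list was not analysed here.

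The paper's number of genes with ΔD above 20% for bcd RNAi and zld is 13, against 7 here, and a threshold of 5 FPKM (12) comes within it.

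The paper states that most of the anterior and posterior patterns are qualitatively unaffected in the mutants other than bcd RNAi. For hb RNAi it says that these genes seem not to depend strongly on maternal Hb, with most keeping a distinct anterior domain. A share of at least 50% in the anterior part is not the same measure as such a domain. Of the anterior genes expressed, 64.6% kept at least 50% of their profile in the anterior part in zld, 50.3% in 2.4× bcd and 40.1% in hb RNAi. Against wild type at cycle 14C the shares were 58.3% in 2.4× bcd and 52.2% in hb RNAi, and with kallisto TPM 33.8% and 27.6%. Whether they make up most of the genes in these lines thus depends on the setting. The paper states that few of the genes that changed did so in only one of bcd RNAi and zld. Of the 684 genes in the largest 20% of EMD in each line, 298 were in both. For these genes the chi-square p was 1.35e-66, larger than the limit the paper gives. The paper places zld closest to wild type. This holds at cycle 14D, with a median EMD of 0.0219, except with profiles divided by the maximum only, where zld was the largest at 0.0243. The paper's text names a common maximum and no division by the sum, so this setting is near its description. At cycle 13 zld, at 0.0387 with replicates 2 and 3, was not the smallest of the 4 lines, and bcd RNAi, at 0.0309, was. The order at cycle 13 rests on zld replicate 3. Without it the zld median was 0.0306, and replicate 1 alone had 0.0264.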

Other observations

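The tests of the posterior tip, of staging in every pattern, of the position of wild type at cycle 14D, of the wild-type embryo shared by the comparisons of uniform genes, of changes at cycle 14D against those at cycle 13, and of depth as an explanation for the place of zld were chosen only after the result was seen.

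Of the uniform genes higher in both bcd lines, 92.1% were also at least 1.5 times higher in hb RNAi and 45.8% in zld, and of those lower in both, 94.3% were also lower in hb RNAi and 9.57% in zld. The kit may contribute, since the bcd and hb lines share SMARTseq2. All these comparisons also share 1 wild-type embryo. Unchanged lines simulated against a shared embryo gave 69.9% of the higher and 65.1% of the lower genes in hb RNAi, below the shares observed, but 64.1% and 65.7% in zld, above them. The simulation thus does not describe zld, and a part of this embryo in the shares cannot be told apart from the other explanations. Staging was weighed too. Against wild type at cycle 14E, 898 genes were higher, of which 469 were among the 1094, and 207 were lower in place of 784, as staging would give for the lower genes. On a scale from wild type at cycle 14A to 14E, set by 661 genes that change steadily, all 4 embryos of bcd RNAi and 2.4× bcd had a median position past 14E, at up to 123%. Rising genes lay past 14E in each of them, at 126% to 137%, and falling genes before it, at 83.5% to 96.9%, so the position differs by direction. At cycle 13, against another wild-type embryo, 63.5% of the genes higher in both bcd lines at that stage were also higher in hb RNAi and 32.9% in zld, and of the lower genes 90.7% and 11.0% were also lower. For the higher genes staging cannot be told apart from the other explanations. Kit, stage and genotype change together in these lines, so the effect of bcd on these genes stays open.

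Log2 changes at cycle 14D correlated across genes with r of at least 0.855 between SMARTseq2 lines, above the 0.666 of simulated unchanged lines, and with at most 0.188 between these lines and zld, below the 0.577 of simulated unchanged lines. The simulation thus does not describe the pairs with zld, and it sets no firm limit for the others. The kit may contribute to the correlations within it. The changes of the SMARTseq2 lines also correlated with the change of wild type from cycle 14C to 14E, which shares no embryo with them, at r = 0.600 or more, against 0.116 for zld. Of 903 genes at least 4 times higher in all 3 lines, 94.9% were higher in wild type at 14E than at 14C, against 55.3% of all genes, so staging may contribute as well. The changes of the SMARTseq2 lines correlated with those of SMARTseq2 lines at cycle 13, taken against another wild-type embryo, at 0.425 to 0.625 and with those of zld at cycle 13 at 0.0739 to 0.209, while the changes of zld at the 2 stages correlated at 0.651. This goes with the kit, but genotype changes with the kit, and stage is not excluded. Genes are not independent replicates.

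Of the 7 mutant embryos at cycle 14D, 6 correlated best in mean expression with wild type at cycle 14E and 1, the zld embryo, with cycle 14D. Of 661 genes that change steadily from wild type at cycle 14A over 14C to 14E, 56.7% had at cycle 14D a level on the 14A side of the interval from 14C to 14E, and 42.1% a level inside it. With the 2 stages exchanged, of 627 genes that change steadily over 14A, 14D and 14E, 53.0% had 14C past 14D and 44.5% had it between 14A and 14D. By these small margins the wild-type embryo at cycle 14D may be earlier than its label or than the mutants, and the paper names staging as a contributor to differences between embryos. A true effect of the mutants on timing was not tested.

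For the overlap of changed genes, simulated unchanged mutants gave as large an overlap as observed in 3 of the 6 pairs. None of these 3 pairs includes bcd RNAi, and their lines were simulated with a median EMD below the observed one, at 0.0216 against 0.0333 in 2.4× bcd, 0.0230 against 0.0297 in hb RNAi and 0.0171 against 0.0219 in zld. In the 3 pairs with bcd RNAi the observed overlap was above the highest of the 20 simulated sets. It was 3.08 with hb RNAi, 2.55 with 2.4× bcd and 2.18 with zld, against at most 2.21, 2.18 and 2.12. This was so although bcd RNAi was simulated at 0.0312, above the observed 0.0283. The simulated median EMD differs from the observed one in every line, so noise of single genes with the shared wild-type embryo cannot be told apart from a shared response. Noise without a shared embryo is argued against, since replicate pairs overlapped zld at most 1.53 times as often as under independence, below the 1.97 of the lowest mutant pair with zld. A shared response to the mutations stays open.

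That zld at cycle 14D is closest to wild type was set against 3 technical explanations. Kit and slice width cannot be told apart from genotype. Mutant pairs of the same kit had a median EMD of 0.0314 and pairs of different kits 0.0280, but all 12 of the former are of SMARTseq2 embryos and all 6 of the latter contain the zld embryo. Depth alone is argued against by bcd RNAi, which had a median of 3913282 fragments per slice and a larger EMD than zld with 2471340. Staging stays open, since against wild type at cycle 14E the median EMD of zld, 0.0346, was the smallest of the lines but above that of hb RNAi replicate 1, at 0.0341. A milder effect of zld than of the other genes on patterns also stays open, untested.

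Wild type at cycle 14D had 28 posterior genes, against 102 at cycle 14C and 256 at cycle 14E. Of 9 genes with most of their profile in the posterior part at both other stages, 77.8% were lower in the last slice at cycle 14D than at either, but so were 53.3% of 15 anterior genes in the control comparison. Single genes went both ways. In the last slice nos was at 288, 7.73 and 332 FPKM at cycles 14C, 14D and 14E, and pgc at 3307, 50.7 and 1445 FPKM. There hkb was at 201, 100 and 521 FPKM, but tll was at 367, 389 and 700 FPKM, not below cycle 14C. A missing posterior tip cannot be told apart from other differences of this embryo with so few genes.

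Of the 28 genes uniform in wild type and patterned in zld at cycle 14D, 21 were expressed at cycle 14A in both wild type and zld. Of these, 15 were patterned in the zld embryo at cycle 14A, 14 of them with at least 50% of their profile in the anterior part, against 2 in wild type. The paper shows this embryo among its averages of the genes of greatest change. Among 10000 lists of genes matched in number and mean level, the mean was 0.619 and the highest 5 patterned genes. The depth and the 6 slices of this embryo apply to the lists too, so they argue against depth and number of slices as the whole cause. A batch shared by the zld embryos, which was not tested, and the loss of zld itself stay open.

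In the zld embryo at cycle 14B, vfl was at 5.01 FPKM, against 8.33 FPKM in wild type at cycle 14B and 0.115 FPKM in zld at cycle 14D. The level of vfl in this embryo was thus above that of the other zld embryos. The cause of this level was not tested. Its patterns go with its label. Of the genes uniform in wild type and patterned in zld at cycle 14D, 21 were expressed in both embryos at cycle 14B. Of these, 15 were patterned in the zld embryo and 3 in wild type, against at most 8 among 10000 matched lists. In the zld embryo at cycle 14D, bcd was at 390 FPKM, against 67.1 FPKM in wild type. At cycle 13, bcd was at 4.59, 18.9 and 496 FPKM in zld replicates 1, 2 and 3, against 133 FPKM in wild type. The zld embryos of that stage thus lay on both sides of wild type, but replicates 1 and 2 have values for only 3 and 4 slices. At cycles 11, 14A and 14B, bcd was at 406, 144 and 178 FPKM in zld. Wild type at these stages had 77.1, 18.6 and 14.8 FPKM.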
